# The integrated stress response promotes neural stem cell survival under conditions of mitochondrial dysfunction in neurodegeneration

**DOI:** 10.1111/acel.14165

**Published:** 2024-05-16

**Authors:** Mohamed Ariff Iqbal, Maria Bilen, Yubing Liu, Vanessa Jabre, Bensun C. Fong, Imane Chakroun, Smitha Paul, Jingwei Chen, Steven Wade, Michel Kanaan, Mary‐Ellen Harper, Mireille Khacho, Ruth S. Slack

**Keywords:** adult neurogenesis, Hypoxia, intergrated stress response, metabolic adaptation, mitochondrial dynamics, neurodegeneration, Opa1

## Abstract

Impaired mitochondrial function is a hallmark of aging and a major contributor to neurodegenerative diseases. We have shown that disrupted mitochondrial dynamics typically found in aging alters the fate of neural stem cells (NSCs) leading to impairments in learning and memory. At present, little is known regarding the mechanisms by which neural stem and progenitor cells survive and adapt to mitochondrial dysfunction. Using Opa1‐inducible knockout as a model of aging and neurodegeneration, we identify a decline in neurogenesis due to impaired stem cell activation and progenitor proliferation, which can be rescued by the mitigation of oxidative stress through hypoxia. Through sc‐RNA‐seq, we identify the ATF4 pathway as a critical mechanism underlying cellular adaptation to metabolic stress. ATF4 knockdown in Opa1‐deficient NSCs accelerates cell death, while the increased expression of ATF4 enhances proliferation and survival. Using a Slc7a11 mutant, an ATF4 target, we show that ATF4‐mediated glutathione production plays a critical role in maintaining NSC survival and function under stress conditions. Together, we show that the activation of the integrated stress response (ISR) pathway enables NSCs to adapt to metabolic stress due to mitochondrial dysfunction and metabolic stress and may serve as a therapeutic target to enhance NSC survival and function in aging and neurodegeneration.

**Abbreviation**
Ascl1: Achaete‐scute homolog 1
ATF4: Activating transcription factor 4
ATP: Adenosine triphosphate
BF1: Brain factor‐1
DAPI: 4′,6‐diamidino‐2‐phenylindole
Dcx: Doublecortin
EdU: 5‐Ethynyl‐2'‐deoxyuridine
ETC: Electron transport chain
GSH: Glutathione
GSSG: Glutathione disulfide
IHC: Immunohistochemistry
ISR: Integrated stress response
NAD: Nicotinamide adenine dinucleotide
NADH: Reduced nicotinamide adenine dinucleotide
NSC: Neural stem cell
OCR: Oxygen consumption rate
OPA1: Optic atrophy protein 1
OXPHOS: Oxidative phosphorylation
PERK: Protein kinase R (PKR)‐like endoplasmic reticulum kinase
ROS: Reactive oxygen species
SGZ: Subgranular zone
SLC7A11: Solute Carrier Family 7 Member 11
SOX2: SRY‐box 2
SVZ: Subventricular zone
TAP: Transit amplifying progenitor
UMAP: Uniform Manifold Approximation and Projection
YFP: Yellow fluorescent protein

## 1 INTRODUCTION

Defective mitochondrial function has been attributed to aging and is often accelerated in neurodegenerative diseases. Mitochondrial disorders manifest through cumulative dysfunction in aging or through neonatal inheritance resulting in neurodegenerative and neurodevelopmental diseases. Mutations in the mitochondrial dynamics proteins, Drp1, Mfn1/2, and Opa1, have been shown to contribute to psychomotor, cognitive, and neurodegenerative disorders (Alexander et al., 2000; Delettre et al., 2000; Kijima et al., 2005; Longo et al., 2020; Züchner et al., 2004). We have recently shown that impaired mitochondrial dynamics alters the fate of neural stem cells (NSCs) leading to impairments in learning and memory (Khacho et al., 2016, 2017, 2019; Khacho & Slack, 2017). Thus, NSCs and their progeny are highly affected by mitochondrial dysfunction and metabolic stress in the developing, adult, and aging brain.

Continuous neurogenesis through adult NSC and progenitor cells plays an important role in learning and memory (Deng et al., 2010; Denoth‐Lippuner & Jessberger, 2021; Kee et al., 2007; Luna et al., 2019). The impairment of this process has been associated with neurodegenerative diseases in humans suggesting that a decline in adult‐born neurons contributes to the associated memory deficits (Moreno‐Jiménez et al., 2019; Terreros‐Roncal et al., 2021). In induced pluripotent stem cell (iPSC) models and murine neurogenesis, there is a clear distinction between the metabolism of undifferentiated NSCs and differentiated neurons. Quiescent NSCs and iPSC‐derived uncommitted NSCs are distinctly glycolytic; however, upon differentiation, metabolic regulators such as PGC1a and TFAM trigger mitochondrial biogenesis and metabolic shifts (Beckervordersandforth et al., 2017; Inak et al., 2021; Zheng et al., 2016). Furthermore, studies from our laboratory and others have shown that the maintenance of mitochondrial dynamics is essential for ongoing neurogenesis (Iwata et al., 2020; Khacho et al., 2016). Specifically, mitochondrial shape is regulated in a stage‐specific manner during NSC lineage progression in development and in the adult niche (Beckervordersandforth et al., 2017; Iwata et al., 2020; Khacho et al., 2016). Importantly, changes in mitochondrial dynamics have a direct influence on mitochondrial metabolism and signaling, which subsequently alter cell fate decisions through gene regulation (Beckervordersandforth et al., 2017; Inak et al., 2021; Iwata et al., 2020; Khacho et al., 2016, 2017; Zhang et al., 2016).

Despite the evidence linking mitochondrial function to NSC fate decision and learning and memory, little is known as to how NSCs and their progeny respond and adapt to mitochondrial impairments typically seen in aging and neurodegeneration. Since Opa1 plays a critical role in the regulation of mitochondrial structure and function and is implicated in a number of neurodegenerative diseases (Alavi & Fuhrmann, 2013; Frezza et al., 2006; Patten et al., 2014), we generated an Opa1‐inducible knockout in adult NSCs as a model to study the effects of mitochondrial dysfunction on adult neurogenesis (Kane et al., 2017; Ramonet et al., 2013). We report in this study that loss of Opa1 and mitochondrial dysfunction leads to a decline in neurogenesis due to impaired stem cell activation and proliferation. Importantly, we identify ATF4 as a critical player in maintaining NSC survival during these conditions by enabling cellular adaptation to stress. Furthermore, ATF4 facilitates glutathione production as a regulatory target to sustain stem cell function and survival under conditions of mitochondrial dysfunction typical of aging and neurodegeneration.

## 2 METHODS

### 2.1 Animals

All the animal protocols were approved by the Animal Care Ethics Committee of the University of Ottawa and adhered to the Guidelines of the Canadian Council on Animal Care. Animals were genotyped according to published protocols: primers are listed in Table S2.

We developed a tamoxifen (TAM)‐inducible reporter mouse Nestin‐CreER^T2^ (Cicero et al., 2009); R26‐stop‐enhanced yellow fluorescent protein (YFP; Srinivas et al., 2001) mice, a gift from S. Baker. Control transgenic animals (CT) were made by crossing Nestin‐CreER^T2^ and R26‐stop‐enhanced YFP (Nestin‐CreER^T2^:Rosa26YFP) mice. To generate Opa1‐inducible knockouts (Opa1 cKO) in nestin‐expressing cells, Opa1*flox*/*flox* mice, a kind gift from Dr. Hiromi Sesaki, were crossed with Nestin‐CreER^T2^:Rosa26YFP to obtain Nestin‐CreER^T2^:Rosa26YFPflox:Opa1flox line (Z. Zhang et al., 2011). All the mice were maintained on a C57/BL/6 background. All Nestin‐CreER^T2^ animals used were heterozygotes for Cre expression. Both females and males were used in all experiments, and all animals were 6–10 weeks old upon initial treatment.

BF1^Cre^:Opa1 knockouts (Hebert & McConnell, 2000) were generated by crossing BF1^Cre/+^:Opa1^flox/+^ with Opa1^flox/flox^ mice. The BF1^+/+^ littermates were used as CT and BF1^Cre/+^:Opa1^flox/flox^ were used as Opa1 knockouts. Subtle gray mice C3H/HeSnJ‐Slc7a11sut/J (Sut mice) JAX Strain #:001310 (Sato et al., 1999); and background control C3H/HeSnJ (wild type, WT) JAX Strain #:000661 were maintained as individual lines and used at mentioned time points for histology. Both females and males were used in all experiments, and all animals were 5–8 weeks old upon initial isolation for neurosphere culture.

### 2.2 Tamoxifen injection

To generate the inducible Opa1 knockout in adult NestinCreER^T2^ animals, CT and Opa1cKO mice were administered TAM at 200 mg/kg/d for 5d (oral gavage; dissolved in 10% ethanol/90% corn oil) (Fong et al., 2022). Animal weight at the beginning was used for calculating TAM dosage; weight after final injection was monitored and wellness checks were performed as per the University of Ottawa standards until euthanization.

### 2.3 Contextual fear conditioning analysis

Fear conditioning experiments were performed using the PhenoTyper box and Ethovision 10 XT video tracking system (Noldus Information Technology, North America) as previously described (Pham et al., 2009) with minor modifications in order to assess fear memory formation (Maren et al., 2013; Saxe et al., 2006). The method used for the fear conditioning test, including the use of the foot shock sensitivity test to determine optimal shock, was similar to our previous publication (Khacho et al., 2016). The protocol used for contextual fear conditioning was similar to Cancino et al. (2013). Briefly, on Days 1 and 2, mice were handled in the testing room for habituation, and on Day 3, mice were pre‐exposed to the conditioning chamber for 10 min in the absence of a shock. On Day 4, approximately 24 h after pre‐exposure, mice were placed in the same conditioning context and 5 s later received an immediate foot shock (2 sec, 0.7 mA) and were removed from the context after 1 min. Twenty‐four hours and 7 days after shock training, mice were placed into the same conditioning context and freezing was assessed for a 6‐min period.

### 2.4 Histology

Systemic tissue perfusion and fixation were performed as previously described (McClellan et al., 2007). Briefly, mice were flushed with 0.9% saline and then perfused transcardially with 4% paraformaldehyde (PFA), brains were immersed in 4% PFA overnight, and then transferred to 20% sucrose in PBS for long‐term storage. After removing the cerebellum to establish a flat coronal edge, fixed brains were frozen between −30 and − 40°C in isopentane prior to cryosectioning. Brains were serially sectioned into 30 μm coronal sections for neurogenesis markers and 14 μm coronal sections for mitochondrial staining, maintaining the temperature between −20°C and −25°C and collecting the subventricular zone (SVZ) and the subgranular zone (SGZ) of the dentate gyrus of the hippocampal structure. Wells containing free‐floating 1:9 serial sections were stored long‐term in PBS at 4°C. Brains sectioned for mitochondrial staining were slide‐mounted and stored long‐term at 4°C.

### 2.5 EdU incorporation

In vivo labeling of proliferating cells was achieved by giving an intraperitoneal injection of 50 μg of EdU (5‐ethynyl‐2′‐deoxyuridine) per gram of body weight (Clickbase, BCK647‐IV‐IM‐M) as previously described (Furutachi et al., 2015). In brief, mice were injected with one dose of EdU daily for 7 days prior to the TAM injection and loss of Opa1, in order to allow labeling proliferating NSCs. Following TAM injection, SGZ cells were allowed to divide for 4 weeks before harvest.

### 2.6 Immunohistochemistry and imaging, cell quantification, and statistical analysis

Immunohistochemistry was performed as previously described (Vandenbosch et al., 2016). Z‐stacks spanning 10 μm of post‐processing section width, with 2.0 μm spacing between Z‐positions were used for imaging. Single labeled sections were quantified on an Olympus BX‐51 microscope. Immunohistochemistry to assess mitochondrial length was performed as previously described (Royea & Khacho, 2022; Triolo et al., 2023). Antibodies are listed in Table S1. Sections for quantification of colocalized cells were imaged using LSM880 Airyscan Confocal Microscope (Zeiss), employing a 40× objective or a drop of immersion oil onto a 63× oil and spacing of 0.16 μm between Z‐positions, as required. Images were analyzed using Fiji software (Schindelin et al., 2012).

All statistical comparisons in this study were performed using an unpaired two‐tailed *t* test. Differences were considered significant with a *p*‐value of <0.05 (*), **p < 0.01, ***p < 0.001, ****p < 0.0001. Unless otherwise stated, all data are presented as the arithmetic mean, plus or minus the standard deviation (mean ± SD). For each experiment, biological replicates of 3–6 animals per genotype were used.

### 2.7 Fluorescence‐activated cell sorting (FACS) and single‐cell RNA sequencing (sc‐RNA‐seq)

Hippocampal YFP+ cells were isolated as described in (Iqbal et al., 2022). YFP+ cells were collected from three mice of each genotype after viability screening with propidium iodide staining (ThermoFisher, Cat. # P3566) on a Beckman Coulter MoFlo platform in the Flow Cytometry and Cell Sorting Facility located in the Ottawa Hospital Sprott Center (Ottawa, Canada). Freshly collected YFP‐positive cells were sent to StemCore Laboratories located in the Ottawa Hospital Sprott Center, for both CT and Opa1 cKO samples. The transcriptome of viable single‐cells was analyzed individually for each genotype using the 10× Genomics Chromium single‐cell Assay platform (Zheng et al., 2017). A single‐cell RNA library was created following the single‐cell 3' Reagent Kits v2 user guide (Cat: CG0052, 10× Genomics) on the Chromium Single‐cell Instrument (10× Genomics) using Single‐cell 3' Library & Gel Bead Kit v2 and Chip Kit (P/N 120236 and P/N 120237, 10× Genomics). The cDNA library was then purified with SPRIselect (Beckman Coulter). Agilent Fragment Analyzer was used to evaluate the size distribution and yield (Agilent). Single‐cell RNA sequencing (sc‐RNA‐seq) was performed on Illumina NextSeq 500 instrument (Illumina) using the following parameters 28 bp Read1, 8 bp I7 Index, 0 bp I5 Index, and 98 bp Read2. Single‐end reads were aligned to the reference genome, mm10, using the CellRanger pipeline (10× Genomics), after demultiplexing cell barcodes and UMI (unique molecular identifiers) barcodes. The output cell‐gene matrix contains UMI counts by genes and by cell barcodes. Gene expression profiles were then mapped using Seurat v3 (or latest) and unsupervised clustering through nonlinear Uniform Manifold Approximation and Projection (UMAP) in R studio (Stuart et al., 2019).

### 2.8 sc‐RNA‐seq data analysis

Cells were filtered with the following criteria for further analysis: (1) cells with more than 600 genes recorded; (2) with less than 7500 genes recorded; (3) with mitochondria content less than 20% of total RNA counts; and (4) with detectable YFP expression. RNA reads were normalized with the function of sctransform “SCT”. Based on normalized RNA reads, cells were clustered using the following parameters: (1) dims =1:8; and (2) resolution = 0.2. Nine cell clusters were identified based on normalized expression profiles of each cell. Based on the original RNA reads, cluster‐specific markers were calculated with the function of FindAllMarkers. Differential expression between CT and Opa1 cKO for each cluster was analyzed with the function of FindMarkers. Heatmaps of cluster‐specific genes were mapped on normalized data. FeaturePlot (UMAP) and VlnPlot (violin plot) of specific genes were mapped on original RNA reads.

Cell clusters with characteristics of the neurogenic lineage were sub‐grouped to show differential expression of selected genes. Activated NSC, transit amplifying progenitors (TAPs), and newborn neurons were sub‐grouped and reclustered using the following parameters: (1) dims =1:12; and (2) resolution = 0.1. Gene expression and RNA velocity data were generated in Seurat based on normalized data and analyzed in Python‐based Spyder program using the “deterministic” mode (La Manno et al., 2018; Stuart et al., 2019). RNA Velocity is used to predict cell fate based on mRNA post‐transcriptional processing (Bergen et al., 2021; La Manno et al., 2018).

### 2.9 FACS and RNA isolation

The isolation of YFP+ cell population from SVZ or SGZ were performed as previously described (Iqbal et al., 2022), employing tissue micro‐dissected from mice 30 days post‐TAM injection. The YFP+ cell population was FACS‐isolated using a cutoff of 488‐FL‐Log‐Height ≥ 102. For RNA‐Seq input, cell pellets containing minimum 200,000 YFP+ cells were frozen, and RNA isolated using the Arcturus® PicoPure® RNA Isolation Kit (ThermoFisher). Isolated RNA was used for quantitative RT‐PCR validation of knockout or differential gene expression.

### 2.10 MitoSox flow cytometry assay

Embryonic and SGZ NSCs were allowed to grow in culture and form neurospheres for 5 and 10 days respectively. They were then collected and dissociated into single‐cell suspension. Cells were incubated with MitoSOX Red for reactive oxygen species (ROS) measurement at a concentration of 1 or 5 μM (Molecular Probe) for 15–20 min followed by one wash with PBS before fluorescence measurements, as previously described (Khacho et al., 2016). FACSCalibur (BD), FlowJo, and Floreada software were used for analysis.

### 2.11 Quantitative RT‐PCR

Samples for RNA quantification were prepared using the Rotor‐Gene SYBR® Green PCR Kit (Qiagen) and quantified on a Qiagen Rotor‐Gene Q Real‐Time PCR Machine. Primers used are listed in Table S2, and RNA quantifications are expressed relative to β‐actin (normalized to 1.0).

### 2.12 Plasmids and Lentiviral vector production

Lentivirus vectors shRNA scramble control (shCtrl sequence; 5′‐CAACAAGATGAAGAGCACCAA‐3′) and mouse‐specific shRNA knockdown to OPA1 (shOPA1 sequence; 5′‐GCCTGACTTTATATGGGAAAT‐3′) were prepared using previously established protocols (Khacho et al., 2016). For ATF4 manipulation, pLVX‐scramble‐mCherry lentiviral expression vector construct was commercially obtained (Clontech 631,987) and used as control. shATF4 knockdown (5′‐CCAGAGCATTCCTTTAGTTTA‐3′) to generate pLV‐U6‐[shAtf4]‐mCherry were ordered from Vectorbuilder. ATF4 overexpression from Origene (MR205957) was cloned into the expression vector to generate pLVX‐E2F1a‐Atf4‐Myc‐DDK‐V5‐IRES‐mCherry. Lentiviruses were produced in 293 T HEK cells using polyethylenimine (PEI) transfection, and purified by ultracentrifugation, following established protocols (Tang et al., 2015), and was resuspended in PBS in small aliquots. Viruses with reporter were live titered using 293 T cells. QuickTiter™ Lentivirus Titer Kit (VPK‐107) was used to titer shCtrl and shOpa1 viruses using p24 antigen. For use in vitro, cells from embryonic cortex, SGZ and SVZ NSCs were transduced with lentiviral particles at a multiplicity of infection (MOI) of 15, before neurosphere differentiation after 5–7 days.

### 2.13 In vitro neurosphere and monolayer culture

Embryonic cortices were collected at embryonic day E12‐13 as previously described (Khacho et al., 2016). After removing meninges, the cortices were passed through a 1.0 mL pipette tip. The cell suspension was then filtered through a 70 μm mesh filter. The single‐cell suspension obtained was treated with appropriate lentivirus for 2 h at 37°C prior to seeding. DMEM/F12 (Gibco 11,330–032) supplemented with B27 without vitamin A (Gibco 12,587,010), EGF (Sigma E‐1257), bFGF (Sigma F‐0291), heparin (Sigma H‐3149), and penicillin/streptomycin (Gibco 1570–063) to encourage neurosphere formation. SVZ and SGZ regions were dissected in ice‐cold artificial cerebrospinal fluid (ACSF) solution and dissociated following a previous protocol (Iqbal et al., 2022). Briefly, tissues collected were digested in papain solution for 10 min at 37°C and cells were passed through a 22% (v/v) PBS‐buffered Percoll solution. Cells were plated at a concentration of 50 cells/μL and 10 cells/μL for SGZ and SVZ, respectively. Neurospheres were collected after 5–10 days in culture. For hypoxia experiments, cells were placed in Biospherix X3 Xvivo System and incubated in 1% O_2_ levels; 5% CO_2_ and 80% humidity.

### 2.14 ATP assay

Cells from the developing cortex of CT and Opa1 cKO were incubated in a black wall optical bottom 96‐well plate with or without 10 μM oligomycin. ATP concentrations were measured with the CellTiter‐Glo Luminescent Assay (Promega) using a BioTek Synergy H1 microplate reader according to the manufacturer's protocol. ATP concentrations were normalized to cell counts determined by trypan blue dye exclusion. Data were collected from multiple replicate wells for each experiment.

### 2.15 Nicotinamide adenine dinucleotide (NAD+) measurement

The levels of NAD^+^ and its reduced form NADH were measured using the NAD^+^ /NADH Quantitation Colorimetric Kit (BioVision K337‐100). Neurospheres in different conditions were lysed using the lysis buffer provided by the supplier. Colorimetric reading was detected using BioTek Synergy H1 microplate reader.

### 2.16 Cellular oxygen consumption

The Seahorse XF24 Extracellular Flux Analyzer (Seahorse Biosciences) was used to measure oxygen consumption in cells. Cells derived from neurosphere cultures were seeded onto the Cell‐Tak (22.4 μg/mL)‐coated 24‐well Seahorse plates at a density of 200,000 cells/well in 100 μL stem cell media (SCM) supplemented with additional 0.5 mM sodium pyruvate. Plates were immediately spun at 200 × g for 1 min and allowed to stop without brakes and then placed at 37°C for 25 min. 500 μL SCM was slowly added to each well, followed by an additional incubation of 20 min at 37°C prior to loading into the XF Analyzer. Following measurements of resting respiration, cells were treated sequentially with oligomycin (1 μg/μL) to measure the non‐phosphorylating oxygen consumption rate (OCR), carbonyl cyanide‐p‐trifluoromethoxyphenylhydrazone (FCCP) (2 μM) to get the maximal OCR, and antimycin A (1 μM) to measure the extramitochondrial OCR. Each measurement was taken over a 2‐min interval followed by 2 min of mixing and 2 min of incubation. Three measurements were taken for the resting OCR: after oligomycin treatment, after FCCP, and after antimycin A treatment.

### 2.17 Western blot

Cell pellets of cultured neurospheres were washed with PBS and lysed with 4% SDS in PBS, samples were sheared by passing through a 26‐gauge needle to denature DNA. Lysates were spun at high speed to remove particles. Primary antibodies were incubated overnight at 4°C. A secondary antibody conjugated to horseradish peroxidase (Jackson ImmunoResearch) was used and detected by Clarity™ Western ECL Substrate (Bio‐Rad). Chemiluminescence signal was captured in either radiograph films or Bio‐Rad ChemiDoc imaging system. Western blot bands were quantified using ImageJ (Schindelin et al., 2012).

### 2.18 In vitro cell staining

Dissociated single cells with appropriate conditions were grown in 8‐well multichamber slides (Thermo Fisher Scientific 154941PK). At the endpoint, cells were washed with cold PBS and fixed with 4% PFA for 20 min, washed 3 × 10 min with PBS, and blocked in 5% bovine serum albumin (BSA) in PBS followed by overnight incubation in primary antibody at 4°C. A secondary fluorophore antibody and DAPI to visualize nuclear DNA were added and cells were imaged using an Observer D1 fluorescent microscope.

### 2.19 Chromatin immunoprecipitation (ChIP)

ChIP assays followed by quantitative real‐time PCR (RT‐qPCR) were performed as previously described (Fong et al., 2022). 10 μg of cross‐linked chromatin was incubated with 0.8 μg antibodies in ChIP assays.

### 2.20 Chromatin immunoprecipitation‐sequencing (ChIP‐seq) analysis

ChIP‐seq data on ATF4 in mouse embryonic fibroblasts (MEFs) was performed as described previously (Han et al., 2013) and obtained from NCBI as Short Read Archive (SRA) under accession number SRP010861. Sequencing read data were analyzed following ENCODE pipeline. Technical or biological replicates were combined into single FastQ files and aligned to GRCm38 (mm10) version of the mouse genome.

### 2.21 Glutathione (GSH) and glutathione disulfide (GSSG) measurement by high‐performance liquid chromatography

GSH and GSSG levels were determined by Agilent 1100 series HPLC system. Briefly, the neurospheres were cultured in 100 mm petri dishes under the indicated conditions. At the endpoint, neurospheres were collected and washed with ice‐cold PBS, and lysed on ice for 20 min in 1:1 homogenization buffer made of 125 mM sucrose, 1.5 mM EDTA, 5 mM Tris, 0.5% trifluoroacetic acid (TFA), and 0.5% mycophenolic acid (MPA) in 50% mobile phase (10% HPLC grade methanol, 0.09% TFA—0.2 μm filtered). Homogenates were spun at 14,000 x *g* for 20 min at 4°C. Supernatant of each sample was collected and processed in duplicate using an Agilent HPLC system equipped with a Pursuit C18 column (150 × 4.6 mm, 5 μm; Agilent Technologies) operating at a flow rate of 1 mL/min and detected at 215 nm. Standards of GSH and GSSG were made in the same 1:1 homogenization buffer at the indicated concentrations. All values were normalized to the amount of protein in each sample.

## 3 RESULTS

### 3.1 Neurogenesis is impaired after Opa1 knockout in the adult hippocampus

To generate a model of mitochondrial/metabolic stress in adult NSCs and their progeny, we used a TAM‐inducible conditional knockout of Opa1 (Opa1cKO) in adult NSCs (Figure 1a; Figure S1A). In this model, loss of Opa1 caused severe mitochondrial fragmentation in the population of YFP+ cells of the adult SGZ (Figure 1b,c). To elucidate the impact of mitochondrial dysfunction on adult hippocampal neurogenesis, we performed a histological analysis in the adult hippocampus of Opa1cKO and CT at 2, 4, and 8 weeks post TAM treatment, and behavioral assessments at the 8‐week time point (Figure 1a). We then examined cellular changes related to neurogenesis in the SGZ at 2, 4, and 8 weeks post TAM injection. While no detectable differences were observed at 2 weeks post TAM injection (Figure S1B), there was a drastic decrease in the generation of Dcx‐expressing newborn neurons at 4 (70% reduction) and 8 (90% reduction) weeks (Figure 1e,f) subsequently leading to a significant decrease in mature NeuN‐expressing neurons at 8 weeks post TAM (58.74% reduction) (Figure S1E,F). Opa1cKO also resulted in a 61% and 97% decline in the number of Tbr2^+^YFP^+^ expressing TAPs, 4 and 8 weeks post‐TAM respectively (Figure 1g; Figure S1C). To assess memory formation in Opa1 knockout, we performed contextual fear conditioning. Here, CT mice showed high pre‐shock activity and exhibited a significant “freezing” behavior at 24 h and 7 days post‐shock, whereas Opa1cKO mice exhibited a significant reduction in “freezing” behavior (Figure 1d), indicating an impairment in contextual memory. These results support our hypothesis that disruption in mitochondrial dynamics leads to impaired neurogenesis and deficits in learning and memory. To determine if the underlying memory deficit originates from a diminishing pool of stem/progenitor cells, we quantified the total number of adult neural stem/progenitor cells co‐expressing Sox2/YFP. While no changes were detected at 2 and 4 weeks (Figure 1h; Figure S1B,C), there was a slight but significant 20% decline in total Sox2^+^ cells at 8‐weeks post‐TAM (Figure 1h). In addition, RNA‐seq analysis of Opa1‐deficient FACS‐sorted cells from the adult SVZ showed a global decrease in key oxidative phosphorylation (OXPHOS) and mitochondrial gene expression consistent with impaired mitochondrial function (Figure 1i,j; Figure S1D), validating that mitochondria are disrupted within adult NSCs in this model. These data suggest that the decline in neurogenesis observed in this model may originate from mitochondrial defects within the NSC pool.

**FIGURE 1:**
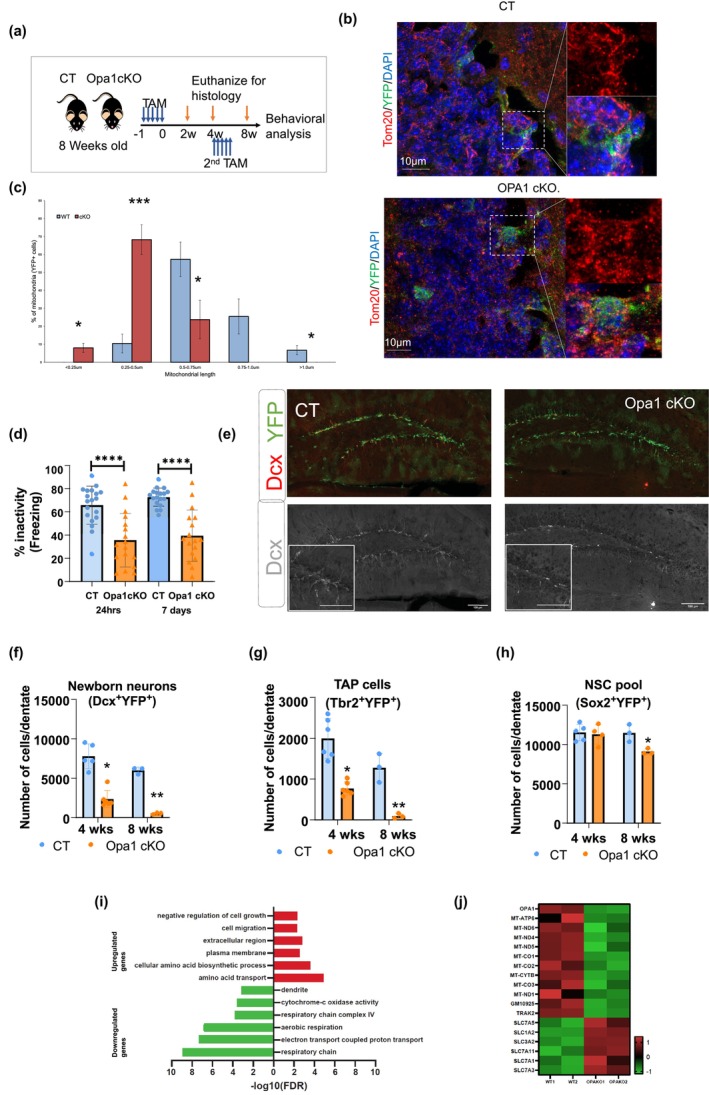
Opa1 loss impacts NSC commitment and neurogenesis in adult dentate gyrus. (a) Experimental setup. (b) Representative confocal images of coronal sections showing mitochondrial morphology (Tom20 in red), Nestin/YFP+ cells in green, and DAPI in blue from control transgenic (CT) and Opa1 cKO animals, 4 weeks post tamoxifen administration. (Scale bar = 10 μm). (c) Mitochondrial length in YFP+ cells in control transgenic (CT) and Opa1 cKO animals. *n* ≥ 40 mitochondria per condition, mean ± standard error of mean (SEM). (d) The graph indicates the percentage immobility in the same context at 24 h and 1 week following exposure to shock in Opa1 CT and Opa1 cKO animals (CT, *n* = 16; Opa1 cKO, *n* = 17 animals). Data are presented as mean ± SD (*p < 0.05, **p < 0.01, and ***p < 0.001, Student's *t* test). (e) Representative images of coronal sections of the dentate gyrus were immunostained for Dcx (red), YFP (green), and nuclear stain DAPI (blue) from control transgenic (CT) and Opa1 cKO animals 4 weeks post‐TAM administration and insets of magnified fluorescent images of Dcx (Scale bar = 100 μm) (f–h) Bar graphs representing the total cell number per dentate of Dcx (Newborn neurons), Tbr2 (Transit Amplifying Progenitors, TAP), and Sox2 (stem cell pool)‐expressing cells that are colocalized with YFP^+^ cells at the listed time in the listed genotype (*n* = 3–6 animals); Data are presented as mean ± SD (*p < 0.05, **p < 0.01, and ***p < 0.001, Student's *t* test). (i) GO term analysis of top upregulated genes (shown in red) and downregulated genes (shown in green) in RNA‐seq of SVZ sorted YFP+ cell of wild type (WT) versus Opa1 cKO (KO) animals. (j) Heatmap of the significantly upregulated and downregulated genes related to mitochondrialfunction (relative gene expression range from green −1 to red 1).

### 3.2 Loss of OPA1 and mitochondrial disruption causes defects in NSC activation and proliferation

In order to understand the underlying cause for a decline in the number of NSCs, we measured NSC proliferation. We first observed a general decrease in global proliferation of Opa1cKO NSCs (Ki67^+^ staining) in total YFP^+^ cells (Figure 2a). Furthermore, although most adult NSC/progenitor cells survived and were maintained at 4 weeks, there was a significant decrease in proliferating NSC/progenitor cells (Ki67^+^Sox2^+^/YFP^+^) at 4 (60%) and 8 weeks (95%) post‐TAM (Figure 2b), as well as proliferating TAP population (Ki67^+^Tbr2^+^/YFP^+^) at 4 (50%) and 8 weeks (95%) post‐TAM (Figure 2c). These results reveal a significant proliferation defect in adult NSC/progenitor cells in Opa1cKO brains that may account for the severe deficit in the generation of newborn neurons in the adult SGZ.

**FIGURE 2:**
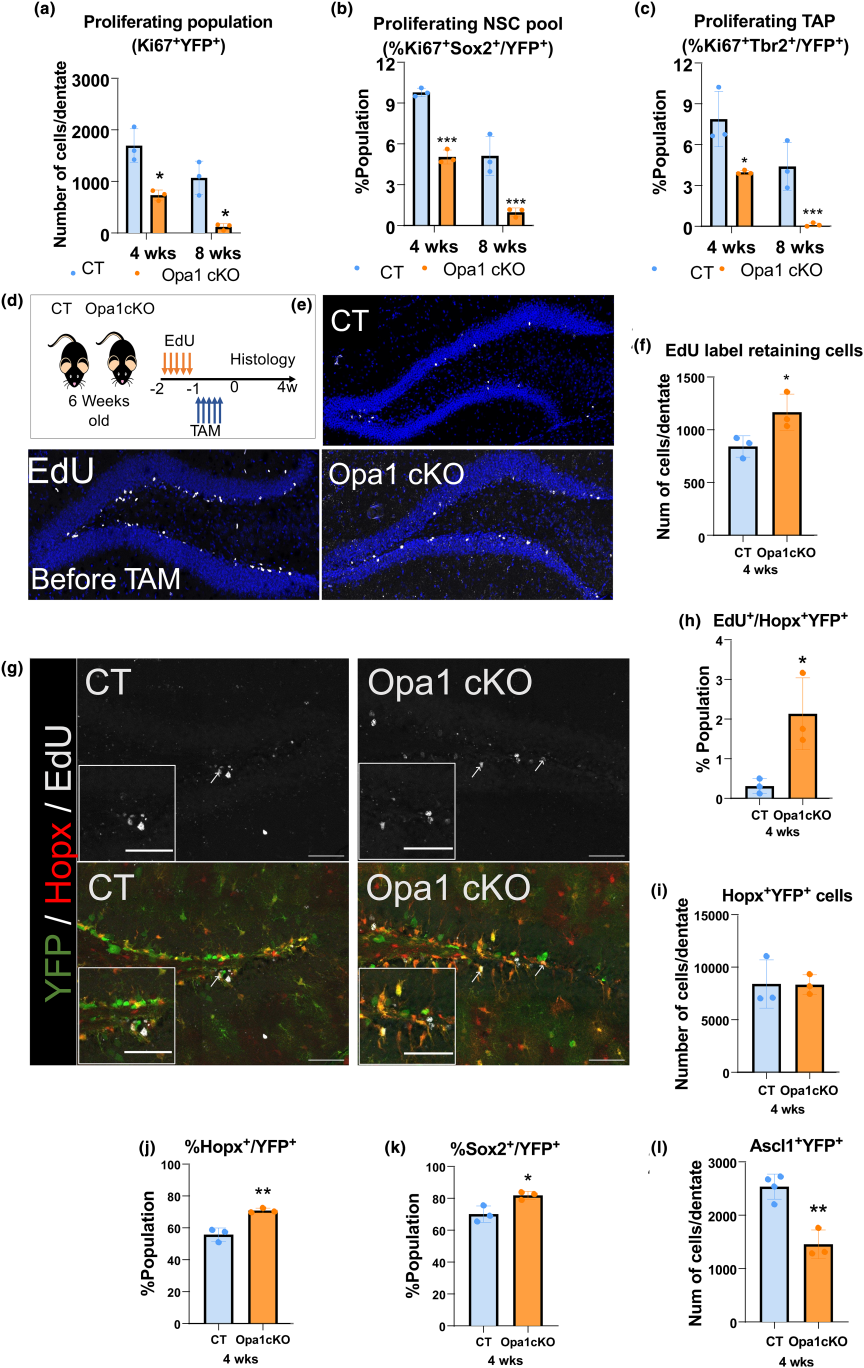
Opa1 loss impacts NSC proliferation and activation. (a) Bar graphs representing the total cell number per dentate of Ki67+ (proliferating cells). (b) Percentage of proliferating NSCs (Ki67^+^Sox2^+^ of total YFP^+^ cell in adult dentate at the listed time in the listed genotype. (c) Percentage of proliferating TAP cells (Ki67^+^Tbr2^+^ of total YFP^+^ cell in adult dentate. (d) Experimental setup. (e) Representative images of the adult dentate gyrus labeled with EdU at the given time for the listed genotype. (f) Total EdU+ cells are quantified to show the number of EdU retaining cells at 4 weeks post‐TAM in the dentate gyrus. (g) Representative images of Hopx^+^ cells retaining EdU label at 4 weeks post‐TAM in CT and Opa1 cKO sections (Marked by the arrow) and insets of magnified fields for the different markers. Scale bar = 100 μm. (h) Percentage of EdU^+^Hopx^+^YFP^+^ of total Hopx^+^YFP^+^ cells at 4 weeks post‐TAM in adult dentate. (i) Bar graph of the total number of Hopx^+^YFP^+^ cells retained at 4 weeks post‐TAM. (j) Percentage of Hopx^+^ cells of total YPF^+^ cells at 4 weeks post‐TAM represented in bar graphs. (k) Percentage of Sox2^+^ cells of total YPF^+^ cells at 4 weeks post‐TAM represented in bar graphs. (l) Bar graph of the total number of Ascl1^+^ cells (activation marker) at 4 weeks post‐TAM per dentate that are colocalized with YFP^+^ cells. (*n* = 3–4 animals); Data are presented as mean ± SD (*p < 0.05, **p < 0.01, and ***p < 0.001, Student's *t* test).

To determine whether the quiescent NSCs also exhibit a defect in activation and cell cycle re‐entry, we performed an EdU retention assay (Figure 2d). We reasoned that the EdU label would be diluted in actively dividing cells, such as activated NSCs and neural progenitors, but would be retained in quiescent/slowly dividing cells. In the Opa1cKO mice, more cells in the SGZ retained EdU labeling compared to CT mice (Figure 2e,f). Interestingly, cells retaining EdU in Opa1 cKO mice did not co‐express Ki67, suggesting that they do not exist within the cell cycle and may represent the quiescent population of NSCs (Figure S2A–D). To confirm that the EdU retaining cells were NSCs, we used Hopx, a marker for NSC in the SGZ (Berg et al., 2019) to colabel with EdU^+^ cells in the dentate gyrus (Figure 2g,h). As seen with Sox2^+^ cells at 4 weeks post‐TAM (Figure 1f), the total Hopx^+^ cells among the YFP^+^ population were similar between CT and Opa1 cKO dentate gyrus (Figure 2i); however, there was a significant (7‐fold) increase in EdU retention in Hopx^+^YFP^+^ cells in Opa1cKO relative to littermate CT mice (Figure 2h). Thus, the increased number of EdU‐retaining Hopx^+^ cells in Opa1cKO suggests an impairment in adult NSC activation. A concomitant increase in the percentage of Sox2^+^ and Hopx^+^ quiescent NSC pool revealed an impairment in NSC proceeding to activation (Figure 2j,k). This is further confirmed by a 43% decrease in activated NSCs Ascl1^+^YFP^+^ cells in Opa1 cKO dentate gyrus at 4‐weeks post‐TAM (Castro et al., 2011; Raposo et al., 2015) (Figure 2l). Taken together, our results reveal a significant impairment in NSC activation, demonstrated by an increase in the number of long‐term EdU‐retaining Hopx cells, a decrease in NSC proliferation, and a decrease in the number of activated Ascl1‐expressing NSC/progenitor cells.

### 3.3 Mitochondrial dysregulation signals a stress response by early activation of the ATF4 pathway in the NSC pool

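For the single-cell comparison, YFP+ cells from the hippocampi of 3 CT and 3 Opa1 cKO mice were collected 4 weeks post-TAM, and the cells of each genotype were pooled into 1 library of the 10x Genomics 3′ assay. In this assay mRNA is captured by its poly(A) tail, and each molecule is tagged with the barcode of its droplet and a unique molecular identifier (UMI), so a gene's value in a cell is a number of molecules. The authors aligned the reads to mm10, and the counts used here are those they deposited per gene and barcode, with barcodes that fall outside the paper's filters still included. The CT library held 4634 barcodes and 10799936 UMIs with a median of 2134 UMIs and 1130.5 genes per barcode, and the Opa1 cKO library held 6475 barcodes and 18662032 UMIs with a median of 2583 UMIs and 1381 genes. Cells were then filtered on detected genes, mitochondrial share and YFP, clustered with all cells together, and clustered again within the neuronal lineage. Clusters were named from marker genes and bear names ending in -like, as a name rests on those genes alone. As 1 library was made per genotype, values are given without a test between genotypes. UMIs were summed per library and class and scaled to the same total (CPM), and a log2 ratio is that of Opa1 cKO over CT. All intervals are 95% intervals of counting error only. Differences between mice or between library preparations are outside them. The intervals of CPM values and log2 ratios also leave out variation between cells. The targeted gene was read first. Opa1 (ENSMUSG00000038084; chromosome 16, 29579334 to 29654884, plus strand) had 70 UMIs in CT and 68 in Opa1 cKO NSC pool-like cells, which is 18.8 CPM (14.7 to 23.8) and 7.62 CPM (5.92 to 9.66) and a log2 ratio of −1.30 (−1.81 to −0.80). The lower value was thus in the library named Opa1 cKO, although the assay reads the 3′ end and also counts transcripts that lack deleted exons. Across the 5570 genes with at least 300 UMIs in NSC pool-like cells the median log2 ratio was 0.14, and small changes below are read relative to that shift.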

To better understand the impact of mitochondrial dysfunction on the different cell populations of the neuronal lineage and to identify downstream mechanisms linked to neurogenesis defects and altered memory formation, we performed single cell‐RNA‐seq in Opa1 cKO versus CT 4 weeks post‐TAM (Figure 3a; Figure S3A). From 4362 CT and 6296 Opa1 cKO cells, the top five genes of nine clusters are shown in the heatmap, and clusters were classified by known markers of brain cell types (Figure S3B) (Becht et al., 2018). 

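With the filters of more than 600 and fewer than 7500 genes, under 20% of UMIs from mitochondrial genes and at least 1 YFP UMI, 1790 CT and 3764 Opa1 cKO cells were kept. The YFP filter removed the most cells: 4186 CT and 6121 Opa1 cKO cells passed the filters on genes and mitochondrial share, and 42.8% and 61.5% of these had a YFP UMI. The kept cells had a median of 2555 UMIs and 1307 genes in CT, and 3008 UMIs and 1548.5 genes in Opa1 cKO. The Opa1 cKO cells thus had more UMIs per cell, called depth here, and the cause of this was not tested. The cell numbers thus depended most on the YFP filter. Keeping every barcode with more than 200 genes, which also kept barcodes without YFP, gave 4625 CT and 6469 Opa1 cKO cells. Normalization with SCTransform and clustering on 8 principal components at a resolution of 0.2 gave 8 clusters. NSC pool-like clusters 0 and 1 held 1345 CT and 768 Opa1 cKO cells (led by Slc7a10, Cxcl14 and Hsd11b1) and 4 CT and 1790 Opa1 cKO cells (led by Nupr1, Acsbg1 and Gdf15). Cluster 2 was activated NSC-like (39 CT and 432 Opa1 cKO cells), with Ecrg4, Mycn and Frzb among its leading genes, and cluster 3 was progenitor and neuron-like (139 and 171 cells), with Igfbpl1, Sox11 and Tubb3. Cluster 1 was made up almost entirely of Opa1 cKO cells and cluster 2 was 91.7% Opa1 cKO, so cluster 1 is not compared between genotypes.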

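In the clustering of all kept cells, 4 clusters carried markers of cells outside the neuronal lineage. An ependymal-like cluster of 39 CT and 244 Opa1 cKO cells was led by Tmem212 and Ccdc153, with Ccdc153 at 3187 CPM in CT and 2994 CPM in Opa1 cKO against 2.96 and 8.07 CPM in NSC pool-like cells. A mural-like cluster of 95 CT and 168 Opa1 cKO cells was led by Vtn, Igfbp7 and Rgs5. Vtn stood at 17241 CPM in CT and 18067 CPM in Opa1 cKO mural-like cells, and at 28.5 and 29.8 CPM in the NSC pool-like classes. The oligodendrocyte-like cluster of 74 CT and 101 Opa1 cKO cells had Cldn11 and Mbp among its leading genes, and Mbp was at 8414 and 8116 CPM in it. The endothelial-like cluster of 55 CT and 90 Opa1 cKO cells had Cldn5 at 3281 and 3820 CPM, and Vtn was also high there at 7673 and 8176 CPM. So were Rgs5, at 4655 CPM in CT and 2832 CPM in Opa1 cKO, and Higd1b, at 1627 and 1181 CPM. The cluster thus carried mural genes too, and its ratios may in part reflect a mix that differs between genotypes. Its leading genes were the globins Hbb-bs, Hba-a1 and Hba-a2 followed by Cldn5, as 10659 of the 10660 globin UMIs of its Opa1 cKO cells lay in 5 cells. These 4 clusters were left out of the lineage clustering and kept as cells to set the lineage against.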

Four clusters of non‐neuronal lineages were excluded from further study, including Cluster 3—ependymal cells (Ccdc153), Cluster 4—mural cells (Vtn), Cluster 7—endothelial cells (Cldn5), and Cluster 8—oligodendrocytes (Mbp) (Figure S3D) (Artegiani et al., 2017; He et al., 2016; Kalinina & Lagace, 2022; Liu et al., 2022; Mizrak et al., 2019). The 2847 CT and 3466 Opa1 cKO cells from the neuronal lineage were re‐clustered and the UMAP distribution yielded three distinct populations namely Cluster 0 that consists of Aldoc, Gfap, Sox2, and Id3 that define resident glia‐like NSCs (NSC pool); Cluster 1 that contains activated NSCs marked by Ascl1, and Cluster 2 that includes a mixed population of neural progenitors (Mki67 and Eomes), and differentiating neurons (Dcx, Sox4, Sox11, and Prox1) (Figure 3b; Figure S3C). 

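Without the non-neuronal clusters, 1527 CT and 3161 Opa1 cKO lineage cells remained, and clustering them on 12 principal components at a resolution of 0.1 gave 4 clusters. Lineage cluster 0 held 1356 CT and 797 Opa1 cKO cells and cluster 1 held 1 CT and 1909 Opa1 cKO cells. Both were NSC pool-like and were joined as that class, with Cxcl14, Slc7a10 and Hsd11b1 leading cluster 0, and the stress genes Nupr1, Gdf15 and Chac1 among those leading cluster 1. Lineage cluster 2 was progenitor and neuron-like with 170 CT and 427 Opa1 cKO cells, and cluster 3 was a group of 28 Opa1 cKO cells led by Pdzph1 and Slit2 that took no name. The median depths of clusters 0 to 3 were 2684, 2975, 2852 and 2744 UMIs. No activated NSC-like cluster separated at this step. Of the cells in lineage cluster 2, 29 in CT (17.1%) and 241 in Opa1 cKO (56.4%) had been activated NSC-like in the clustering of all cells, so the mix of that cluster differed between genotypes. Values for activated NSC-like cells are therefore taken from the clustering of all cells.

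**Figure D1:**
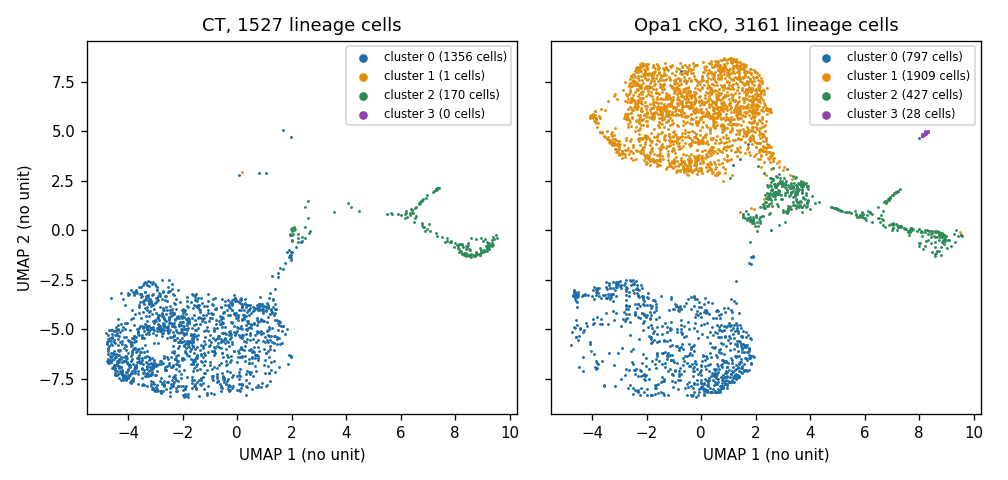
UMAP of the neuronal lineage cells in CT (1527 cells) and Opa1 cKO (3161 cells), coloured by lineage cluster 0 to 3. 1 library per genotype, each pooled from 3 mice. The UMAP axes have no unit. Cluster 1 has 1 CT cell and 1909 Opa1 cKO cells.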

A subset of cluster markers is highlighted in violin plots and heatmaps defining each cluster (Figure S3E,F). For example, Aldoc and ApoE are highly expressed in quiescent NSCs (Urban et al., 2019), both of which are over‐represented in Cluster 0 NSCs (Figure S3E,F). 

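In CT, Aldoc (chromosome 11, 78322968 to 78327781) was at 9072 CPM in NSC pool-like cells, 4947 CPM in activated NSC-like cells and 376 CPM in progenitor and neuron-like cells. The order was the same in Opa1 cKO, with 9655, 5282 and 720 CPM. Apoe (chromosome 7, 19696109 to 19699188) fell along the same classes from 43208 to 28435 and 2584 CPM in CT, and from 37383 to 26762 and 4342 CPM in Opa1 cKO. Both genes are among the markers by which the NSC pool-like class was named, so their rank between classes follows in part from the naming. Between genotypes, within NSC pool-like cells, Aldoc had a log2 ratio of 0.09 (0.07 to 0.11) and Apoe had −0.21 (−0.22 to −0.20). The value of Aldoc is below the shift of 0.14 of genes with at least 300 UMIs.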

Ascl1 is an essential transcription factor for NSC activation, and its expression is induced specifically in Cluster 1 NSCs (Figure S3D,E) (Andersen et al., 2014). Dcx, a marker of immature neurons, is over‐represented in Cluster 2 (Figure S3D–F). 

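Dcx (chromosome X, 143855842 to 143933311) was nearly confined to the progenitor and neuron-like class. It had 2 UMIs in the 1357 CT and 6 UMIs in the 2706 Opa1 cKO NSC pool-like cells, and 0 and 5 UMIs in the activated NSC-like cells. In the progenitor and neuron-like cluster of all cells it had 164 UMIs in CT, or 364 CPM (311 to 425), and 109 UMIs in Opa1 cKO, or 180 CPM (148 to 218). In lineage cluster 2 the same 164 UMIs in CT were 308 CPM (263 to 359) and 113 UMIs in Opa1 cKO were 83.4 CPM (68.7 to 100), as the activated NSC-like cells joined to this cluster hold few Dcx molecules.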

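The 13 mitochondrially encoded mRNAs were summed per library and class. In NSC pool-like cells (1357 CT and 2706 Opa1 cKO) they made up 5.89% of UMIs in CT and 2.11% in Opa1 cKO, a log2 ratio of −1.48 (−1.49 to −1.47). By gene, mt-Nd1 (2751 to 3707 on the mitochondrial chromosome) went from 5923 to 2253 CPM with a log2 ratio of −1.39 (−1.42 to −1.37). For mt-Nd4 (10167 to 11544) the values were 4637 and 1713 CPM and −1.44 (−1.47 to −1.41), and for mt-Co1 (5328 to 6872) 8367 and 2531 CPM and −1.73 (−1.75 to −1.70). mt-Co3, mt-Cytb and mt-Atp6 were lower as well, by log2 ratios of −1.88, −1.47 and −1.32. mt-Nd4l at −0.12 (−0.31 to 0.07) was not clearly changed and mt-Atp8 was higher at 0.96 on 32 and 149 UMIs. As mt-Nd4l shares bases with mt-Nd4, and mt-Atp6 with mt-Atp8 and mt-Co3, how molecules were divided among these neighbours is uncertain, while mt-Nd1, mt-Co1 and mt-Cytb overlap none of the 13. The sum was also lower in activated NSC-like cells, from 6.38% to 1.94% of UMIs or −1.72 (−1.76 to −1.68), and in lineage cluster 2, from 4.54% to 1.86% or −1.29 (−1.31 to −1.26). Of the alternatives, keeping every barcode with more than 200 genes moved the NSC pool-like ratio most, to −1.21. The decline was uneven between cells. The median share per NSC pool-like cell was 5.24% in CT and 0.695% in Opa1 cKO, and 3 CT cells (0.221%) against 1625 Opa1 cKO cells (60.1%, 58.2 to 61.9) were under 1%. Outside the lineage the sum had log2 ratios of −2.50 in ependymal-like, −0.86 in mural-like, −0.49 in endothelial-like and −0.05 in oligodendrocyte-like cells.

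**Figure D2:**
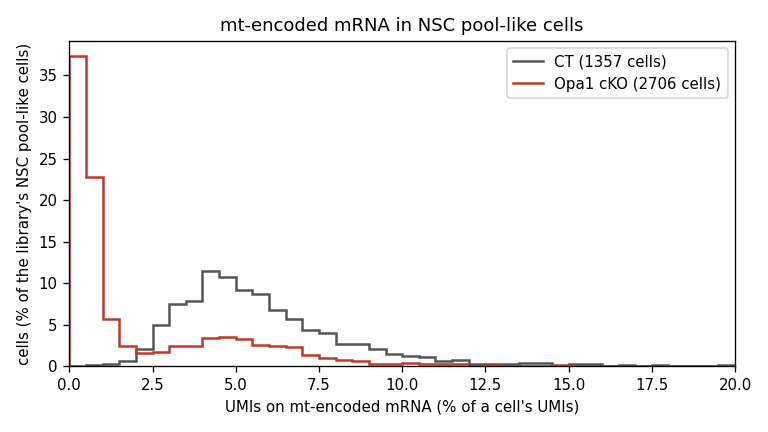
Share of each NSC pool-like cell's UMIs that came from mitochondrially encoded mRNA, in bins of 0.5%, as a percentage of the library's NSC pool-like cells. CT in grey (1357 cells), Opa1 cKO in red (2706 cells), which has 1 peak under 1% and 1 peak near that of CT. 1 library per genotype, each pooled from 3 mice.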

Unbiased transcriptional profiling suggests that there is a metabolic change in Opa1‐deficient cells due to the decline in mitochondrial OXPHOS genes such as mt‐Nd1, mt‐Nd4, and mt‐Co1 (Figure 3c–e). We observed the activation of classic cellular stress response pathways, including the integrated stress response (ISR) pathway (Atf4, Chac1, Slc7a11, Slc3a2, Ddit3, and Ddit4) in all the clusters of neuronal lineages (Figure 3c–e). 

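Across Atf4, Chac1, Slc7a11, Slc3a2, Ddit3 and Ddit4, the median log2 ratio was 1.71 (1.64 to 1.81) in NSC pool-like cells. It was 1.29 (0.94 to 1.82) in activated NSC-like cells of the clustering of all cells, with Chac1 set at its bound. Where that class separated within the lineage, the median was 0.78 (0.53 to 1.38) at a resolution of 0.3. It was 1.29 (1.00 to 1.94) when clustered without mitochondrial and ISR genes, and 1.55 (1.19 to 1.77) without the YFP filter. The median was 1.64 (1.14 to 2.10) in progenitor and neuron-like cells of the clustering of all cells, and 1.97 (1.40 to 2.50) in lineage cluster 2. Leaving out the YFP filter moved the NSC pool-like value most, to 1.60. In activated NSC-like cells Slc7a11 had 1.80 (1.07 to 2.64), Slc3a2 2.04 (1.48 to 2.66) and Ddit3, with 2 UMIs in CT and 447 in Opa1 cKO, 4.11 (2.25 to 7.17). Chac1 had 0 UMIs in the 39 CT and 63 in the 432 Opa1 cKO cells of this class, at least 1.63-fold, and Atf4 at 0.78 (−0.08 to 1.80) had an interval reaching 0. In progenitor and neuron-like cells Slc7a11 had 2.40 (1.44 to 3.52), Slc3a2 2.02 (1.64 to 2.41), Ddit3 1.70 (0.97 to 2.50) and Chac1 1.57 (0.25 to 3.16), whereas Atf4 had 0.43 (−0.08 to 0.95). Ddit4 varied by class, with 1.03 (0.50 to 1.59) in progenitor and neuron-like, −0.28 (−0.95 to 0.46) in activated NSC-like and 0.13 (0.00 to 0.25) in NSC pool-like cells. The last was no higher than the shift of 0.14 of genes with at least 300 UMIs, but above the median of 0.04 of the 11334 genes used for the gene lists. Outside the lineage the same median was 1.29 (0.86 to 1.85) in mural-like, 0.42 (0.17 to 0.89) in endothelial-like, 0.39 (−0.17 to 1.40) in ependymal-like and 0.29 (−0.23 to 0.69) in oligodendrocyte-like cells, with Chac1 at 0 UMIs in CT and set at its bound in all 4, so the rise was not confined to the lineage.

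**Figure D3:**
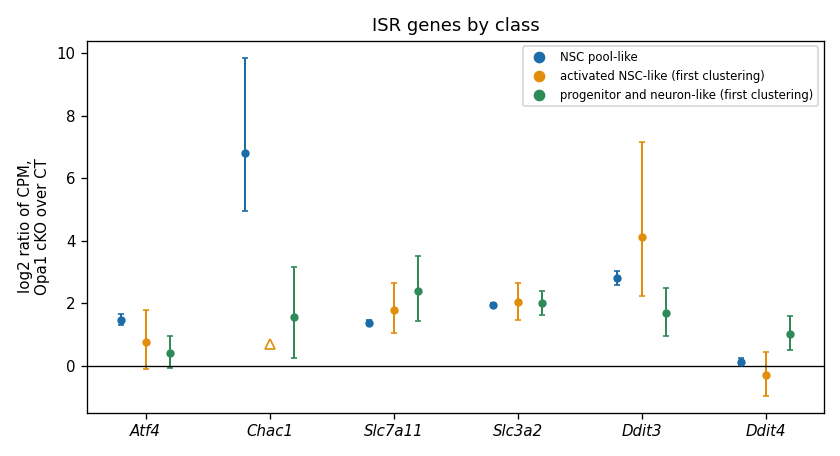
Log2 ratio of CPM, Opa1 cKO over CT, of 6 ISR genes in NSC pool-like cells and in the activated NSC-like and progenitor and neuron-like cells of the clustering of all cells. Lines are 95% intervals of counting error; an open triangle is a lower bound where CT had 0 UMIs. Slc7a11, Slc3a2, Ddit3 and Chac1 lie above 0 with their intervals or bound in all 3 classes, Atf4 in NSC pool-like cells and Ddit4 in progenitor and neuron-like cells. 1 library per genotype, each pooled from 3 mice.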

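In NSC pool-like cells Atf4 (chromosome 15, 80255184 to 80257541) went from 76.9 CPM in CT to 214 CPM in Opa1 cKO, a log2 ratio of 1.48 (1.30 to 1.66). Ddit3 went from 49.7 to 349 CPM with 2.81 (2.60 to 3.03), Slc3a2 from 525 to 2011 CPM with 1.94 (1.87 to 2.01), and Slc7a11 from 351 to 920 CPM with 1.39 (1.31 to 1.48). Chac1 (chromosome 2, 119351229 to 119354381) had 2 UMIs in CT and 540 in Opa1 cKO, a ratio of 6.82 with a wide interval of 4.96 to 9.86. Among other targets Mthfd2 had 3.60, Sesn2 1.86, Psat1 1.44 and Gpx4 0.69, while Asns had 8.10 (5.61 to 13.40) on 1 UMI in CT and 656 in Opa1 cKO. Trib3 was at 0 UMIs in CT and 748 in Opa1 cKO, at least 104-fold. The 6 ISR genes had a median above all of 10000 random lists of the same size and mean CPM, a percentile of 100 as a description of these 2 libraries. So had the 11 further targets that the paper shows, with a median of 1.45 (1.38 to 1.69), and 33 other ATF4 targets, with 1.80 (1.72 to 2.22). The rise was not spread over all Opa1 cKO cells. When cells were clustered without the mitochondrial and ISR genes, the 783 Opa1 cKO cells that shared a cluster with 1330 CT cells had a median ISR log2 ratio of 0.01 over CT, and the 1857 Opa1 cKO cells of the other NSC pool-like cluster had 2.05. Other ATF4 targets were not left out of that clustering, so this contrast may follow in part from how the cells were grouped.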

Notably, the resident quiescent NSCs (cluster 0) showed a prominent ISR led by ATF4 and its downstream targets (Figure 3c–e). These results suggest that the early onset of stress signaling in NSCs impairs their function. We tested this hypothesis in the process of neuronal differentiation. In Opa1 KO cells, 24% of mRNA is unspliced, as compared to 37% in CT controls, suggesting a lower level of new transcript synthesis (Figure 3h). RNA velocity revealed a preserved neurogenesis progression from proliferating cells to neurons in CT cells. However, the loss of Opa1 led to aberrant differentiation, suggesting an impairment in Opa1 cKO neuroblasts where arrows indicate a reverse trend to an undifferentiated state (Figure 3f). 

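The median log2 ratio of Sox4, Sox11, Prox1, Dcx, Eomes, Neurod1, Tubb3 and Stmn1 in lineage cluster 2 was −1.43 (−1.52 to −1.28). As that cluster contained more activated NSC-like cells in Opa1 cKO than in CT, the genes were also read in the progenitor and neuron-like cells of the clustering of all cells (139 CT and 171 Opa1 cKO), where the median was −0.55 (−0.66 to −0.43). There Sox4 was at −0.63 (−0.74 to −0.53), Sox11 at −0.97 (−1.06 to −0.87), Prox1 at −0.93 (−1.30 to −0.57) and Dcx at −1.02 (−1.38 to −0.66). Neurod1 at −0.46 (−0.68 to −0.24) and Tubb3 at −0.26 (−0.43 to −0.09) fell less, and Eomes at −0.03 (−0.48 to 0.41) and Stmn1 at −0.07 (−0.15 to 0.01) were unchanged within counting error. In lineage cluster 2 the same genes had −1.48, −1.85, −1.54, −1.89, −1.38, −1.17, −0.96 and −0.86, in the order Sox4, Sox11, Prox1, Dcx, Neurod1, Tubb3, Eomes and Stmn1. The alternative without the YFP filter moved the median most, to −0.50. These genes are among the markers by which the class was named.

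**Figure D4:**
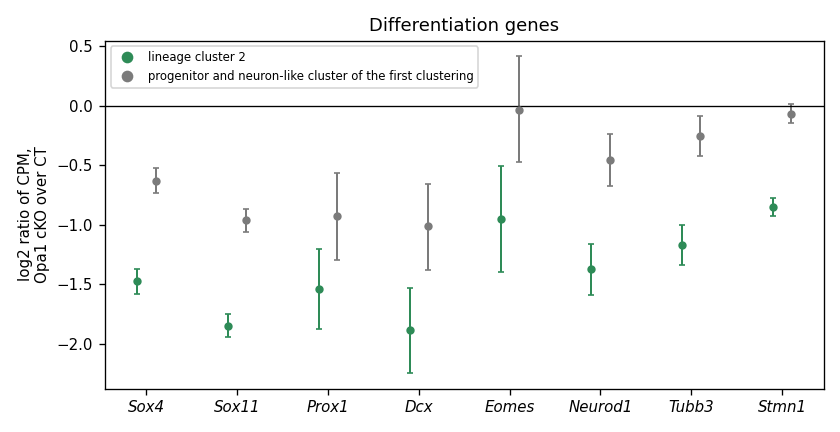
Log2 ratio of CPM, Opa1 cKO over CT, of 8 differentiation genes in lineage cluster 2 (green; 170 CT and 427 Opa1 cKO cells) and in the progenitor and neuron-like cells of the clustering of all cells (grey; 139 and 171 cells). Lines are 95% intervals of counting error. Values lie nearer to 0 in the second group of cells for all 8 genes. 1 library per genotype, each pooled from 3 mice.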

Impaired differentiation is manifested by decreased differentiation markers in Cluster 2 of Opa1 cKO cells. For example, RNA velocity of proliferation (Mki67 and Pcna) and differentiation (Eomes, Dcx, and Neurod1) markers showed a tendency to generate new transcripts in CT (more cells in green) but not in Opa1 KO (more cells in red) (Figure 3g). 

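The paper proposes that loss of Opa1 impairs neurogenesis from the quiescent NSC onward, reasoning from lower mitochondrial OXPHOS transcripts in Opa1-deficient cells, ISR transcripts that were higher across the lineage and prominent in quiescent NSCs, a lower share of unspliced mRNA, RNA velocity, and lower differentiation markers in Cluster 2. RNA velocity and unspliced mRNA were not analysed here. Lower mitochondrial and higher ISR transcripts were both present in NSC pool-like cells, the earliest class, and in the classes after it. The sizes of the classes were compared in a clustering without mitochondrial and ISR genes, in which activated NSC-like cells separated. They were 48 of 1527 lineage cells in CT, or 3.14% (2.33 to 4.15), and 320 of 3162 in Opa1 cKO, or 10.1% (9.09 to 11.2). Progenitor and neuron-like cells were 140 in CT, or 9.17% (7.77 to 10.7), and 172 in Opa1 cKO, or 5.44% (4.67 to 6.29). In lineage cluster 2 of the clustering on all genes, which joined activated NSC-like cells to this class, the shares were 11.1% and 13.5%. Where the activated class separated, its share was thus higher and that of the class after it lower in Opa1 cKO, in 1 sorted pool of each genotype. Within progenitor and neuron-like cells of the clustering of all cells the proliferation genes Mki67 and Pcna had log2 ratios of −1.72 (−2.55 to −0.94) and −0.35 (−0.68 to −0.03). The order of these changes in time cannot be read from 1 time point, and the mitochondrial and ISR changes occurred in the same clusters of cells.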

Our single‐cell analysis suggests that Opa1 loss results in an impairment in neurogenesis that begins in quiescent NSCs and reveals an induction of genes associated with the ISR pathway. We therefore examined its impact in adult NSC function under stress conditions.

**FIGURE 3:**
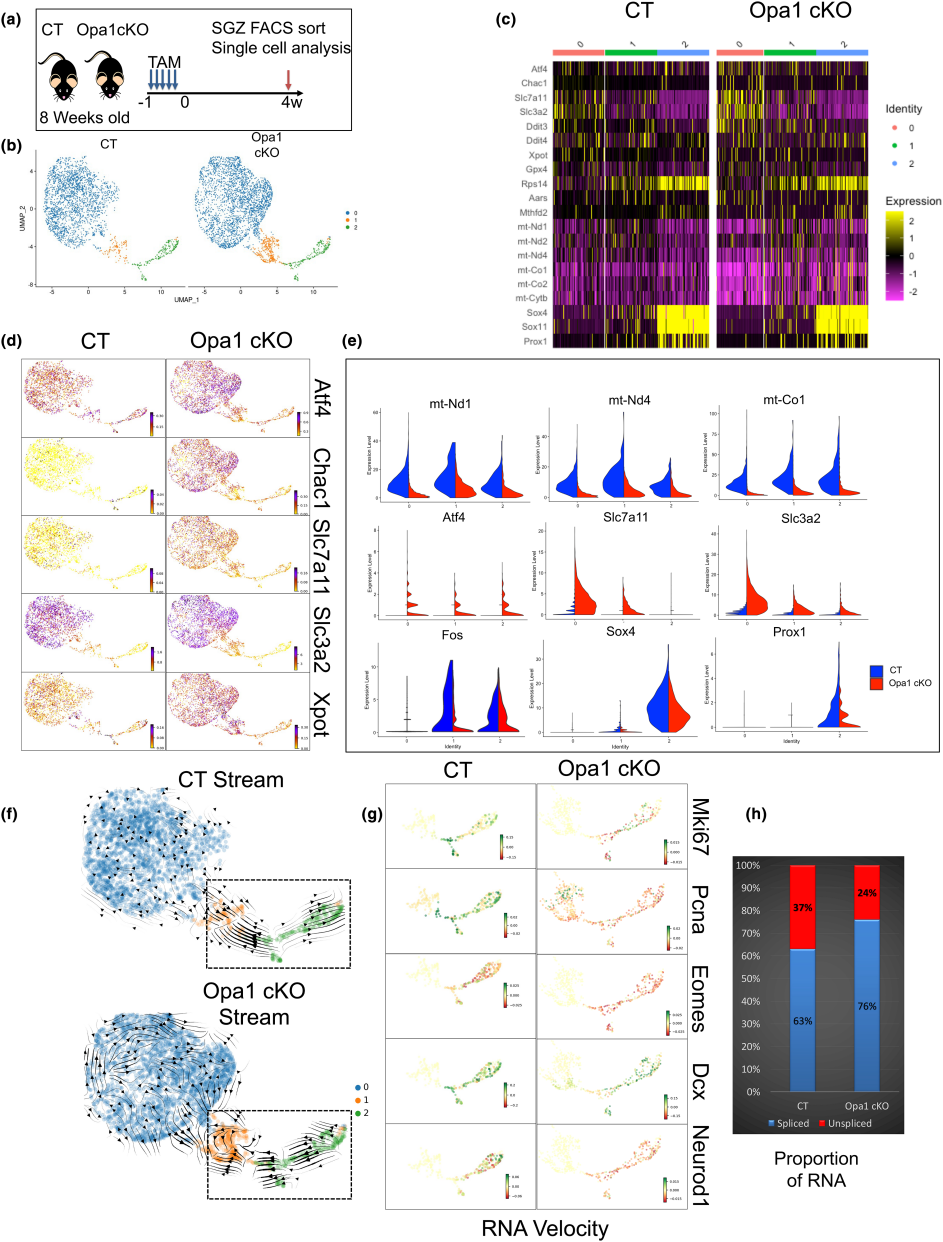
Single‐cell RNA‐Seq analysis identifies Atf4 stress response pathway downstream of mitochondrial dysfunction. (a) Experimental setup. (b) UMAP scatterplot showing the distribution of CT and Opa1 cKO‐derived cells clusters. (c) Heatmap of cluster‐specific and genotype‐specific differential gene expression. (d) UMAP of individual genes that are differentially regulated in all the clusters highlighting Atf4 pathway. (e) Violin plots representing mitochondrial gene expression, stress response genes, and differentiation genes in each cluster split by sample. (f) RNA velocity analysis shows the differentiation direction shown by the vectors separated by sample. (g) Panels of magnified views of the transition between cluster 1 (activated NSCs) and cluster 2 (Differentiating NSCs). (h) The proportion of spliced and unspliced RNA in all the clusters split by sample.

### 3.4 Loss of Opa1 in NSCs induces the ISR as a result of mitochondrial dysfunction and oxidative stress

To validate the induction of the ISR following impaired mitochondrial function, we first confirmed mitochondrial dysfunction upon Opa1 loss in our models and generated an embryonic model of BF‐1‐driven Opa1KO in NSCs. The embryonic model of Opa1 loss in NSCs recapitulated defects in neurogenesis observed such as decreased protein and gene expression of key activation and neurogenic markers, including Ascl1, Notch (N^ICD^), and Dcx (Figure S4A,B). Importantly, loss of Opa1 in embryonic NSCs also induced the same ISR as that observed in the adult Opa1cKO model (Figure 4a). Consistent with adult hippocampal cKO and in vitro knockdown of Opa1 (Figure 3d; Figure S4G,I), NSCs derived from the embryonic cortex also exhibited the activation of the ATF4 pathway, including increased ATF4 protein and activation of PERK, a known activator of the ISR (Figure 4a). It was also noted that there was an increase in the levels of the global translational repressor EIF4EBP1 (Figure 4a). The quantification of mitochondrial electron transport chain (ETC) proteins revealed a significant decrease in subunits representing complexes CI, CIII, and CIV in Opa1‐deficient developing cortex (Figure S4C,D). While ATP assays revealed no significant change in total ATP, there was a significant decrease in oligomycin‐sensitive OXPHOS‐derived ATP in cells from Opa1 KO cortex (Figure S4E). Furthermore, basal and ATP‐linked OCR are significantly reduced in Opa1 knockdown (KD) NSCs (Figure 4b). NAD^+^ measurements, as a readout of mitochondrial Complex I activity, revealed a significant decrease in total NAD^+^ levels and NAD+/NADH+ ratio in the Opa1 KD neurospheres (Figure S4F). MitoSOX flow cytometry analysis revealed a significant increase in mitochondrial ROS levels upon Opa1 KD (Figure 4c; Figure S4H). Similar to the OPA1 phenotype reported, mitochondrial dysfunction is observed in aging models (Figure S4J) (Beckervordersandforth et al., 2017) highlighting the crucial role of mitochondrial function in NSCs. Overall, these results confirm that Opa1 loss in NSCs results in OXPHOS impairment, decreased OCR, reduced mitochondrial ATP production, and elevated ROS levels.

**FIGURE 4:**
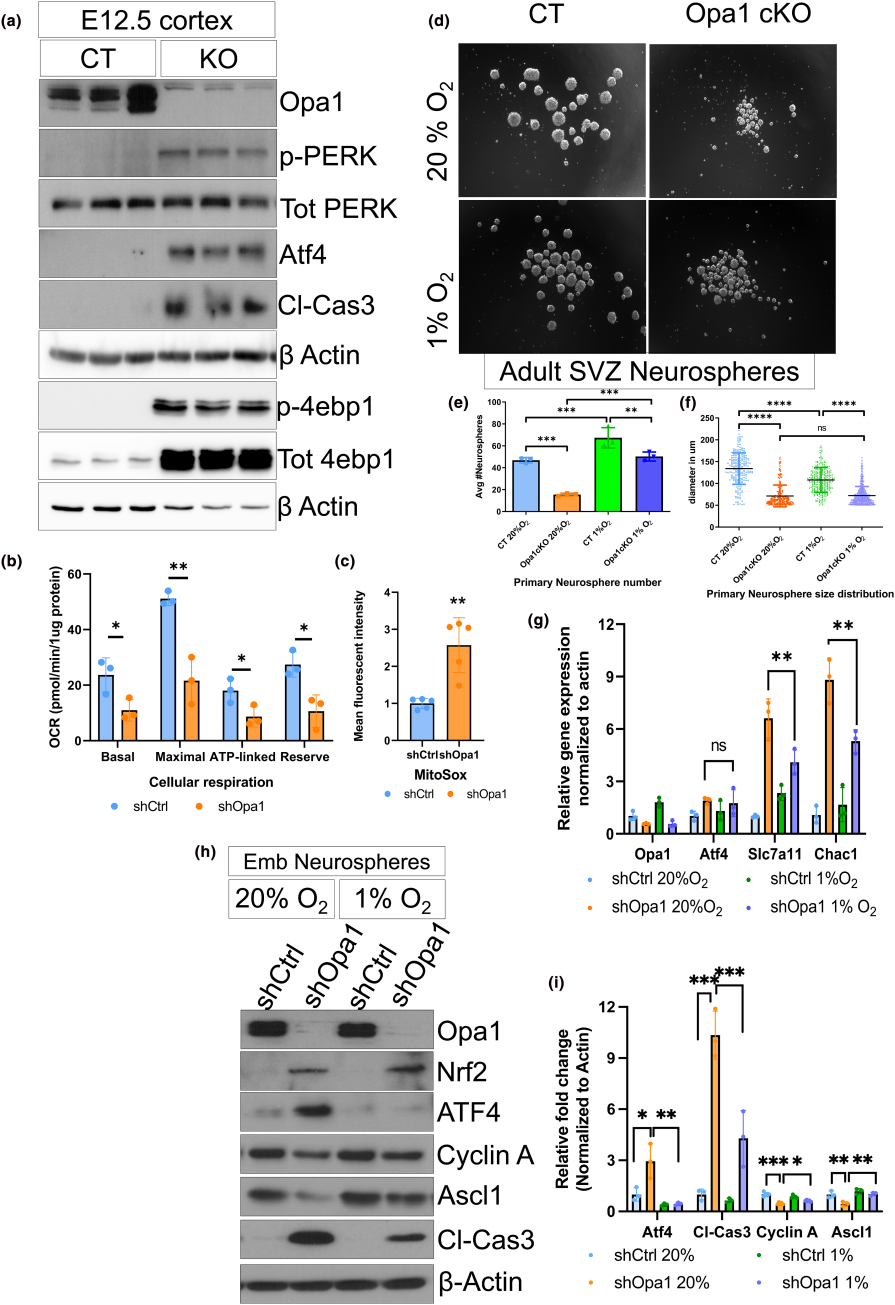
ATF4 pathway is activated by mitochondrial dysfunction and reductive metabolism under hypoxia resolves ATF4 activation. (a) Western blot of the ISR pathway‐related proteins in E12.5 embryonic cortex of CT and Opa1 KO post Opa1 deletion as mentioned in the plot. (b) Cellular oxygen consumption rate was measured using XF24 extracellular flux analyzer. Bar graphs represent the cellular respiration of basal, maximal, reserved, and ATP‐linked respiration between the listed conditions. *n* = 3 animals. (c) Normalized mean intensity of MitoSOX Red was calculated from live cells and plotted as bar graph. (d) Phase contrast images of neurospheres from Adult NSCs of CT and Opa1cKO animals in listed Oxygen exposure conditions. (e) Bar graph representing the average number of primary neurospheres formed in CT and Opa1 cKO neurospheres growing under normoxic and hypoxic conditions. *n* = 3 biological replicates; data are presented as mean ± SD (**p < 0.01, and ***p < 0.001, one‐way ANOVA). (f) Diameter size (in μm) of CT and Opa1 cKO neurospheres grown in hypoxic and normoxic conditions. 120–130 neurospheres measured with *n* = 3 biological replicates; data are presented as mean ± SD (****p < 0.0001, One‐way ANOVA). (g) RT‐qPCR results of stress response genes under hypoxic and normoxic conditions. *n* = 3 animals; data are presented as mean ± SD (**p < 0.01, One‐way ANOVA) (h) Representative western blot image from total protein lysates of embryonic neurospheres (E12.5) treated with LV‐shCtrl or shOpa1 and grown in normoxic and hypoxic conditions. (i) Western blot quantification of ATF4, cl‐Cas3, cyclin A, and Ascl1 in CT and Opa1 KO. Mean intensity was normalized to wild type in the bar graph. *n* = 5 animals; data are presented as mean ± SD (*p < 0.05, ** < 0.01 and *** < 0.001 One‐way ANOVA). CT, control transgenic; OPA1 cKO, OPA1 conditional knockout; shCtrl, Lentivirus vectors shRNA scramble control; shOPA1, Lentivirus vectors shRNA to OPA1.

To determine whether dysfunctional oxidative metabolism and redox stress are involved in the ISR induction and the impairment in NSC function, we asked if hypoxia (1% O_2_) could mitigate the ISR and rescue NSC function. Under normoxic culture conditions, the Opa1 cKO‐derived SVZ‐NSCs formed fewer and smaller neurospheres indicating a neurogenesis defect corroborated by our in vivo findings (Figure 4d–f; Figure S4G). On the other hand, significantly more neurospheres were produced under hypoxic conditions in Opa1cKO (Figure 4d–f; Figure S2C–E). These results suggest that impairment in NSC function and progenitor proliferation could at least partially be rescued once oxidative stress is resolved. Importantly, the incubation of shOpa1‐transduced neurospheres under hypoxia allowed ATF4 to revert to baseline levels (Figure 4h,i) and to downregulate the expression of downstream stress response genes, Slc7a11 and Chac1 (Figure 4g). Furthermore, this was accompanied by a partial rescue in proliferation (Cyclin A) and NSC activation (Ascl1) relative to shOpa1‐transduced neurospheres under normoxia (Figure 4h,i). In addition, Opa1 depletion increased levels of cleaved caspase 3 (cl‐Cas3) (Figure 4a,g), a cell death marker, which was rescued upon incubation in hypoxia and alleviation of oxidative stress (Figure 4h,i). NSC proliferation and activation defects measured by Cyclin A and Ascl1 were also rescued under hypoxic conditions, suggesting a partial restoration of NSC function (Figure 4h). Given the striking induction of the ATF4 pathway in NSCs following mitochondrial dysfunction, we next sought to investigate the role of ATF4 in preserving NSC survival and function under stress conditions.

### 3.5 ATF4 mediates a global stress response in NSCs to promote survival during mitochondrial stress

To investigate the function of the ATF4‐ISR pathway in NSCs, we manipulated ATF4 expression levels in control and Opa1 KD NSCs (Figure S5A). Under control conditions, EdU incorporation revealed that ATF4 KD results in decreased proliferation while ATF4 overexpression increases the rate of proliferation (Figure 5a,b). In Opa1 KD cells, where ATF4 is already at elevated levels, ATF4 KD further decreased cell proliferation (Figure 5a,b). In a similar manner, ATF4 KD under Opa1‐deficiency exacerbated cell death (Figure 5c,d). These results indicate the importance of ATF4 in maintaining survival and proliferation of NSC under mitochondrial stress conditions.

**FIGURE 5:**
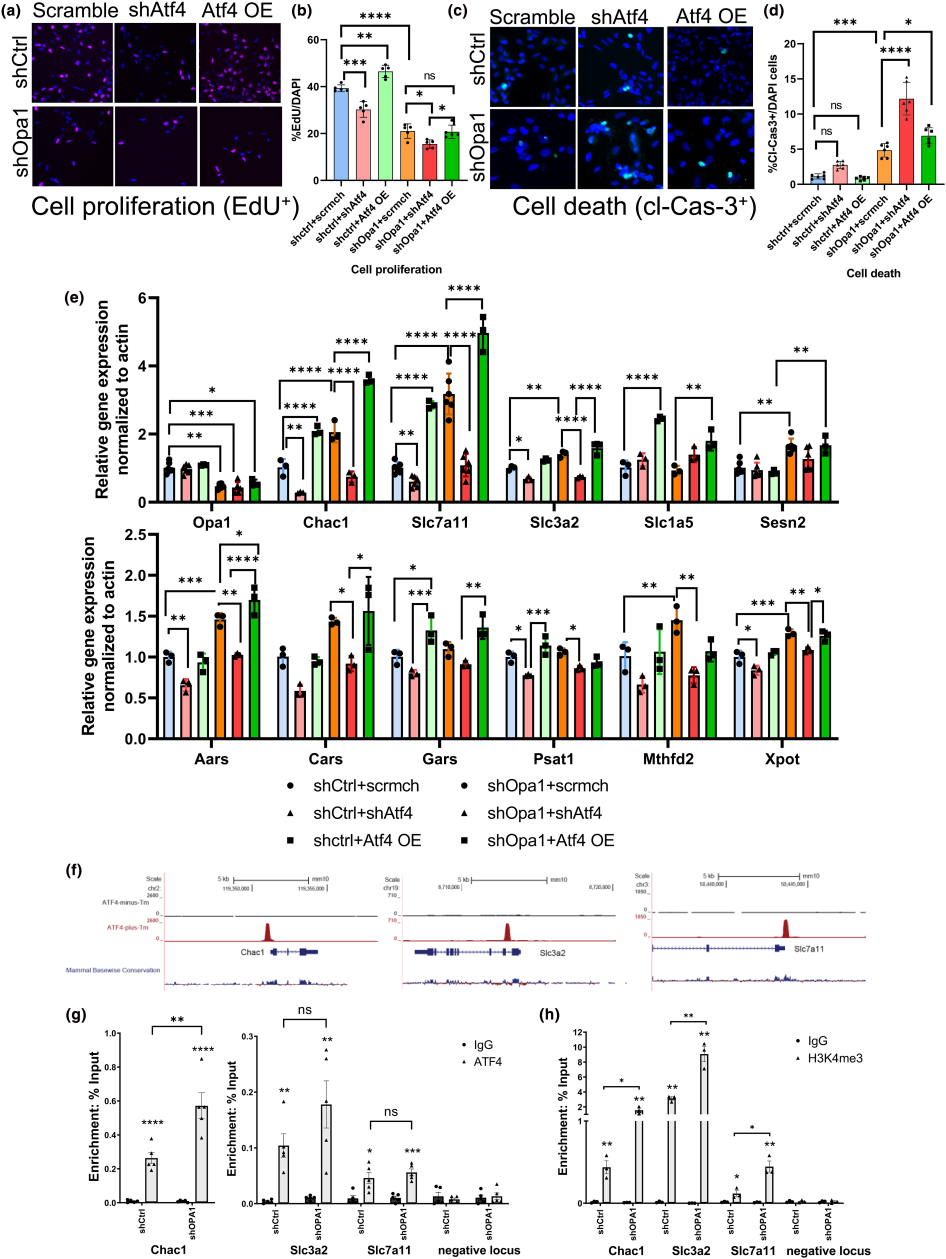
ATF4 function is required for cell proliferation and survival in normal and stressed state. (a) Representative images of EdU and DAPI staining in above mentioned conditions. Cell proliferation is measured using EdU+ cells normalized to total DAPI. (b) Quantification of the percent EdU+ over total DAPI+ cells represented in a bar graph. (c) Representative images of cleaved Caspase 3 (cl‐Cas‐3) and DAPI staining in abovementioned conditions. Cell death is measured using cl‐Cas3+ cells normalized to total DAPI. (d) Quantification of percent cleaved caspase 3+ over total DAPI+ cells represented in bar graph. *n* = 5–6 biological replicates; Data are presented as mean ± SD (*p < 0.05, **p < 0.01, and ***p < 0.001, ****p < 0.0001, One‐way ANOVA). (e) RT‐qPCR analysis in mentioned conditions for ATF4 targets involved in amino acid transport, tRNA aminoacylation, export, and one‐carbon metabolism. *n* = 3–6 animals; Data are presented as mean ± SD (*p < 0.05, **p < 0.01, and ***p < 0.001, One‐way ANOVA). (f) Schematics indicating the binding of ATF4 in mouse embryonic fibroblasts as identified through ChIP on Chac1, Slc3a2, and Slc7a11 genes (Han et al., 2013). (g) ATF4 ChIP from shCtrl and shOpa1 KD neurosphere. (h) H3K4me3 ChIP from shCtrl and shOpa1 KD neurosphere. *n* = 3–6 animals; data are presented as mean ± SEM (*p < 0.05, **p < 0.01, and ***p < 0.001, 2‐tailed Student's *t* test). ATF4 OE, ATF4 overexpression vector; scrmch, Lentivirus vectors shRNA scramble mCherry; shATF4, Lentivirus vectors shRNA to ATF4; shCtrl, Lentivirus vectors shRNA scramble control; shOPA1, Lentivirus vectors shRNA to OPA1.

To identify ATF4 downstream targets that may be mediating these protective effects, we quantified potential ATF4 target genes by RT‐qPCR (Figure 5e). Our results reveal a number of stress response genes that are responsive to ATF4 manipulation, including genes required for amino acid transport (Slc7a11, Slc3a2, and Slc1a5) and tRNA charging (Aars, Cars, and Gars) among other genes such as Chac1, Mthfd2, and Xpot. Our ATF4 ChIP‐qPCR showed a significant increase in ATF4 binding at the transcription start sites (TSS) of Chac1, Slc3a2, and Slc7a11 under Opa1 KD (Figure 5f,g). Histone H3 lysine 4 trimethylation (H3K4me3), which correlates with open chromatin (active transcription), was significantly more enriched at those loci, consistent with increased transcription (Figure 5h).

### 3.6 Slc7a11 and xCT system are required for NSC function and survival under ATF4‐inducing stress

As Slc7a11 is a prominent target for ATF4 and is highly induced under stress conditions, we asked whether ATF4‐mediated induction of Slc7a11 plays a critical role in mediating cellular adaptation to stress through regulation of redox balance. xCT system is a heterodimeric transmembrane channel that consists of Slc7a11 and Slc3a2 important for cystine and glutamate exchange (Lim et al., 2019). We utilized Slc7a11 mutant mice (Sut) and WT littermates to determine if dysfunctional Slc7a11/xCT impacts adult hippocampal neurogenesis at 3 and 6 months of age. Sut mice showed a significant decrease in NSC proliferation (phospho‐Histone 3) and activation (Ascl1) at 6 months of age (Figure 6a,b), in addition to a decrease in TAP cells (Tbr2) and newborn neurons (Dcx) at both 3 and 6 month time points (Figure 6c,d). Similarly, neurosphere assay in vitro showed reduced neurosphere formation, decreased NSC proliferation (EdU) and increased cell death (cl‐Cas3) in Sut mice compared to controls (Figure S6a,6e,f). Importantly, under Opa1 KD, the Sut‐derived NSCs were more sensitive to mitochondrial dysfunction‐induced cell death when compared to WT cells (Figure 6f). These results suggest an important role of Slc7a11 in maintaining NSC survival and proliferation in basal and stressed conditions.

**FIGURE 6:**
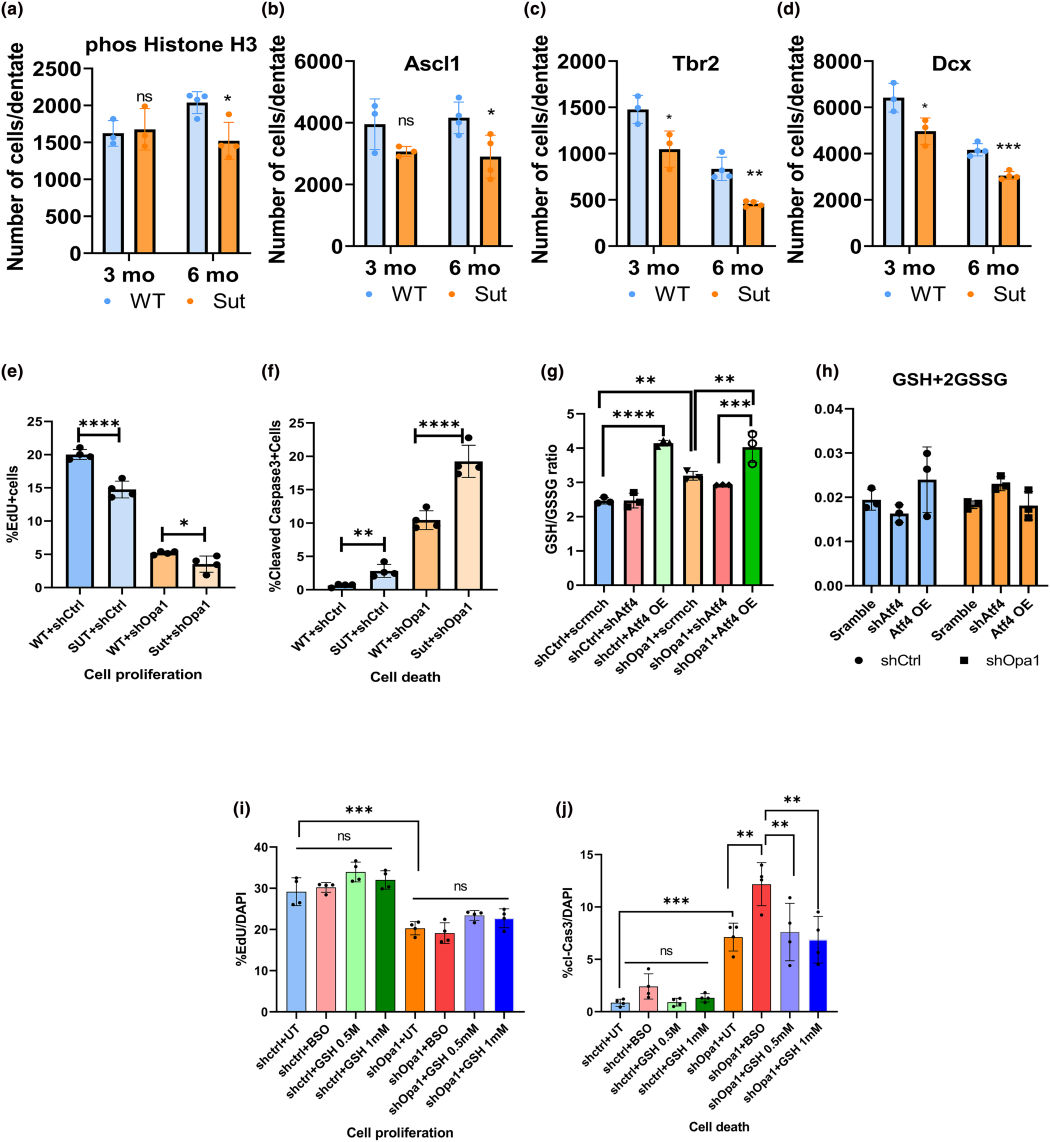
Slc7a11, a key target of ATF4, and glutathione redox are required for NSC function and survival. (a–d) Histological analysis of phospho‐Histone 3(Proliferation), Ascl1(Activation), Tbr2(TAP), and Dcx(Newborn neurons) in 3 months and 6 months old wild‐type and sut/sut adult mice. *n* = 4–5 animals; data are presented as mean ± SD (*p < 0.05, **p < 0.01, and ***p < 0.001, Student's *t* test). (e) In vitro monolayer culture of WT and Sut mice infected with scramble and shOpa1. Bar graph for percent EdU+ over total DAPI+ cells and (f) Cleaved caspase 3+ over total DAPI+ cells. Data are presented as mean ± SD (*p < 0.05, **p < 0.01, and ***p < 0.001, Student's *t*test). (g, h) Glutathione measurement using HPLC of GSH:GSSG ratio and total GSH levels in embryonic neurospheres in mentioned conditions, *n* = 3 animals; (i) Quantification of percent EdU+ over total DAPI+ cells represented in bar graph for the mentioned conditions. (j) Quantification of percent cleaved caspase 3+ over total DAPI+ cells represented in bar graph. *n* = 3–4 animals; data are presented as mean ± SD (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001, one‐way ANOVA).

Consistent with ATF4 function in the regulation of glutathione production (Torrence et al., 2021), we further tested the impact of ATF4 pathway manipulation on the glutathione levels in the NSCs. GSH:GSSG ratio increased in Opa1 KD under ATF4 overexpression conditions (Figure 6g), while total GSH levels remained similar under all conditions (Figure 6h). These data suggest that ATF4 plays an important role in regulating glutathione redox balance, possibly through ATF4‐downstream target Slc7a11. To test the role of GSH in NSC under Opa1 KD, we added exogenous reduced GSH or depleted the pool with buthionine sulfoximine (BSO). We observed no significant effect on NSC proliferation (EdU+cells) in shOpa1‐KD cells compared to controls (Figure 6i). However, the depletion of the GSH pool exacerbated cell death in shOpa1‐KD cells (Figure 6j). Together, these findings demonstrate the critical role of ATF4 and its downstream target Slc7a11 in mediating the protection of NSC under mitochondrial dysfunction.

## 4 DISCUSSION

In this report, we reveal a novel mechanism by which neural stem and progenitor cells adapt to mitochondrial dysfunction, typically found in aging and neurodegeneration. We show that mitochondrial dysfunction leads to a decline in neurogenesis due to impaired NSC activation and identify the ATF4 pathway as a critical mediator to enable cellular adaptation to stress. We show that ATF4 preserves NSC proliferation and survival under stress by mediating glutathione production through the activation of Slc7a11 as a regulatory target.

We, and others, have shown that the proper maintenance of mitochondrial dynamics and metabolism is essential for adult neurogenesis, which impacts learning and memory (Beckervordersandforth et al., 2017; Iwata et al., 2020; Khacho et al., 2016). Our previous studies have shown that NSC differentiation is reliant on a metabolic switch from glycolysis to OXPHOS, whereby mitochondrial signaling is essential for neurogenesis (Khacho et al., 2016, 2017, 2019). Here we show that metabolic changes due to Opa1 deficiency impacts all stages of neurogenesis, from quiescence to activation, differentiation, and survival through transcriptomic alteration and induction of the ISR (Inak et al., 2021) (Figures 1 and 3). 

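The share of NSC pool-like cells with a UMI of each gene was taken after thinning every cell to 1500 UMIs, which left out 93 CT and 222 Opa1 cKO cells that were shallower, and is given with the unthinned share in parentheses (median depths of 2495 and 2990 UMIs). Atf4 was found in 10.4% (16.7%) of CT and 25.3% (42.3%) of Opa1 cKO cells. Slc7a11 (chromosome 3, 49892526 to 50443614) was found in 35.0% (47.7%) of CT and 63.6% (78.2%) of Opa1 cKO cells. For Xpot (chromosome 10, 121587380 to 121626332) the shares were 4.43% (6.71%) and 8.37% (17.1%). Chac1 was found in 0 of 1264 CT cells, with an exact upper limit of 0.291%, or 2 of 1357 unthinned, and in 7.53% (15.7%) of Opa1 cKO cells. Thinned oligodendrocyte-like cells, a comparison from outside the lineage, had Atf4 in 6.76% of CT and 8.91% of Opa1 cKO cells. In the same order they had Slc7a11 in 4.05% and 5.94%, Chac1 in 0 and 0.990%, and Xpot in 0 and 1.98%. These cells may express such genes themselves, with Atf4 at 52.1 CPM in CT, so their shares cannot be read as background alone. By level, Xpot went from 27.4 to 62.1 CPM in NSC pool-like cells, a log2 ratio of 1.18 (0.87 to 1.50).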

While the number of NSCs was not different at 4 weeks post TAM in vivo (Figure 1h), our sc‐RNA‐seq data clearly show a perturbation in early NSCs manifested by the induction of the ISR, including the induction of ATF4 and its targets (ATF4, Slc7a11, Chac1 and Xpot; Figure 3d), which may explain the impairment in NSC activation (Figure 2l). This is in line with the observed early stress signaling in the SVZ FACS‐sorted cells at 10 days post‐TAM (Figure 1i; Figure S1D).

In addition to the activation of the ISR, mitochondrial dysfunction leads to transcriptomic alterations in markers of neuronal fate decision such as Ascl1, Dcx, Sox4, Sox11, and Prox1 (Figure 3c; Figures S1D and S4A). 

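In progenitor and neuron-like cells of the clustering of all cells, thinned to 1500 UMIs with 3 CT and 7 Opa1 cKO shallower cells left out, Dcx was found in 39.0% of CT and 23.2% of Opa1 cKO cells. Prox1 was found in 43.4% and 22.0%, Sox4 in 94.9% and 84.8%, and Sox11 in 96.3% and 84.8%. Without thinning, at median depths of 2836 UMIs in CT and 3126 in Opa1 cKO, the shares were 56.1% and 42.7% for Dcx, 56.8% and 38.6% for Prox1, 96.4% and 96.5% for Sox4, and 98.6% and 93.6% for Sox11. Thinned oligodendrocyte-like cells of CT and Opa1 cKO had these genes in 0 and 0%, 10.8% and 8.91%, 2.70% and 1.98%, and 1.35% and 0.990%, in the order Dcx, Prox1, Sox4 and Sox11. Sox4 and Sox11 were lower in the other lineage classes as well. In activated NSC-like cells of the same clustering, with 39 CT cells, Sox4 had a log2 ratio of −2.51 (−2.92 to −2.08) and Sox11 −1.79 (−2.54 to −0.97), and without the YFP filter, with 104 CT cells, they had −1.62 (−1.96 to −1.28) and −1.17 (−1.78 to −0.53). In NSC pool-like cells they had −0.48 (−0.75 to −0.21) and −1.18 (−1.56 to −0.79) at low CPM.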

Similar impairments in NSC function were observed in Alzheimer's disease, where hypo‐maturation and dedifferentiation have been reported (Mertens et al., 2021). Together, these studies support defective differentiation and neurogenesis in which mitochondrial dynamics is playing a central role.

To ask if oxidative stress is the key mechanism underlying NSC impairments, we subjected Opa1‐deficient cells to hypoxia to enable cells to adapt to OXPHOS‐independent energy sources and thereby lower oxidative stress. We show that hypoxia can rescue NSC defects, including proliferation, expression of differentiation/activation genes (Ascl1), mitigation of ATF4 expression, and cell survival (Figure 4h). These findings demonstrate that oxidative stress is a key mediator of the ISR in Opa1‐deficient NSCs and that the neurogenesis defect can be rescued when mitochondrial oxidative stress is resolved through appropriate treatments.

Our results reveal compelling evidence that the ISR plays a critical role in the adaptation to Opa1‐mediated stress in embryonic and adult NSCs. The ISR is a key adaptive mechanism to counteract different cellular stress conditions, including protein misfolding, nutrient deprivation, oxidative stress, and restoring metabolic and protein homeostasis (Costa‐Mattioli & Walter, 2020). Our study shows that Opa1 deficiency‐induced mitochondrial dysfunction triggers an ISR response and leads to upregulation of ATF4, as has been described in cell lines (Fessler et al., 2020; Guo et al., 2020; Quirós et al., 2017). Previously, the ISR was found to mitigate cardiomyopathy disease pathology induced by OXPHOS dysfunction in the heart (Ahola et al., 2022); however, little is known regarding how the ISR impacts NSC function and survival in response to mitochondrial dysfunction. We show that the ATF4 pathway enables NSCs to adapt to stress and survive, and that this can be rescued by providing a hypoxic environment, which results in a suppression of ATF4 induction and its downstream targets. Under these conditions, Opa1‐deficient NSCs could proliferate and survive by rewiring their energetic pathways. Previous studies with cord blood hematopoietic stem cell (HSC) revealed that the upregulation of ATF4 is important for HSC survival under basal and nutrient deprivation conditions (van Galen et al., 2018). However, we demonstrate that ATF4 and the ISR instigate a protective mechanism enabling NSCs to adapt to mitochondrial dysfunction stress.

ATF4 induction activates the transcription of a series of downstream targets in both stimulated and stressed conditions (Torrence et al., 2021), and the cellular state dictates the dichotomous function of ATF4. For example, at basal levels without stress, ectopic ATF4 expression leads to cell growth and proliferation. However, the presence of ATF4 under stress (by stimuli or overexpression) enhances survival (Figure 5b,d). Previous results suggest that ATF4 in control conditions increases cell proliferation through its targets that mimic a growth signal and induce an anabolic program (Torrence et al., 2021). In contrast, in the context of mitochondrial dysfunction, ATF4 activation triggers a stress response essential to sustain survival.

While ATF4 has multiple targets, it remains unknown which target is most critical in maintaining the survival of adult NSCs under mitochondrial dysfunction and metabolic stress. Slc7a11 mutation has been shown to alter regional, cellular, and subcellular mouse brain morphology, and induce hyperexcitable neurons following the administration of chemoconvulsants (pentylenetetrazole) (Sears et al., 2021). Furthermore, in a mouse model of ataxia (Kcna1‐KO), exhibiting enlarged hippocampus and aberrant adult neurogenesis, the levels of Slc7a11 mRNA are increased. In this context, Kcna1‐Slc7a11 double knockout has been shown to decrease aberrant neurogenesis quantified by Dcx (Aloi et al., 2022). In our model, Slc7a11, a key target for ATF4, is highly induced in Opa1‐deficient NSCs in vivo and in vitro. Our results suggest that the depletion of GSH levels increases the vulnerability of Opa1 depleted NSCs (Figure 6). This is in line with previous reports where blocking Slc7a11 by the pharmacological agent, erastin, was shown to deplete GSH levels and mediate the stress response in immortalized tumor cell lines resulting in ferroptosis (Yang et al., 2014). In muscle stem cells, Opa1 was shown to regulate the expression of Slc7a11 and other genes involved in glutathione synthesis (Baker et al., 2022). Our data show that under basal condition, Slc7a11 plays a crucial role in adult hippocampal neurogenesis, as loss of Slc7a11 function impairs hippocampal neurogenesis by reducing NSC proliferation and neurogenesis (Figure 6a–d). We also show that Slc7a11 deficiency exacerbated cell death in NSCs in vitro following Opa1 knockdown (Figure 6f), suggesting the importance of the Slc7a11 and glutathione redox in NSC function under stress.

In summary, we show that mitochondrial dysfunction typically found in neurodegenerative diseases (through Opa1 loss) leads to neurogenesis impairment which subsequently causes learning and memory deficits. Opa1 loss alters the course of NSC progression by impairing proliferation and neurogenesis confirming the essential role of mitochondrial function. We identify ATF4 and its downstream target Slc7a11 as major players in ROS defense and survival of NSCs under Opa1 deficiency.

### 4.1 Limitations of the study

The majority of the work relies on a transgenic model of Opa1 loss to study mitochondrial dynamics. Thus, in the future, other mitochondrial proteins such as Mfn1/2 and Drp1 should be manipulated in order to get a better understanding of the role of mitochondrial dynamics in neurogenesis. The investigation of the role of ATF4 is limited to in vitro studies and a manipulation of ATF4 pharmacologically or through gene editing in the adult SGZ brain would be helpful. Given the lower number and size of neurospheres formed from SGZ cell culture compared to SVZ and the limited number of passages, most of the in vitro ATF4 knockdown and overexpression was performed in embryonic or SVZ neurospheres. Future work should focus more on the role of ATF4 and Slc7a11 in the adult SGZ niche.

## AUTHOR CONTRIBUTIONS

Conceptualization and methods: M.A.I, M.B., Y.L., B.C.F., I.C., S.P., ME.H., M. Khacho., and R.S.S. Investigation, M.A.I., V.J., B.C.F., M.B., I.C., Y.L., S.P., J.C., S.W., and M.Kannan. Resources: ME.H., M.Khacho, and R.S.S. Writing: M.A.I., M.B., S.P., Y.L., I.C., S.W., M.Khacho., and R.S.S. Review, all authors.

## FUNDING INFORMATION

This work was supported by grants from the CIHR foundation grant to RSS GR000324(154309); CIHR to M. Khacho (438989), and Canada Research Chair (CRC) to M. Khacho. We also thank Mito2i fellowship to MAI.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## Supporting information

Figures S1–S6

Table S1

Table S2

## Data Availability

Data have been deposited in GEO under accession number GEO: GSE233461 and GSE233464. The published article includes all datasets generated or analyzed during this study and no new code was produced. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: The integrated stress response promotes neural stem cell survival under conditions of mitochondrial dysfunction in neurodegeneration
**Source:** Aging Cell. 2024 May 16;23(7):e14165. doi: 10.1111/acel.14165
**Supplement:** Supplementary file 1 — Figures S1–S6

Supplementary figure 1

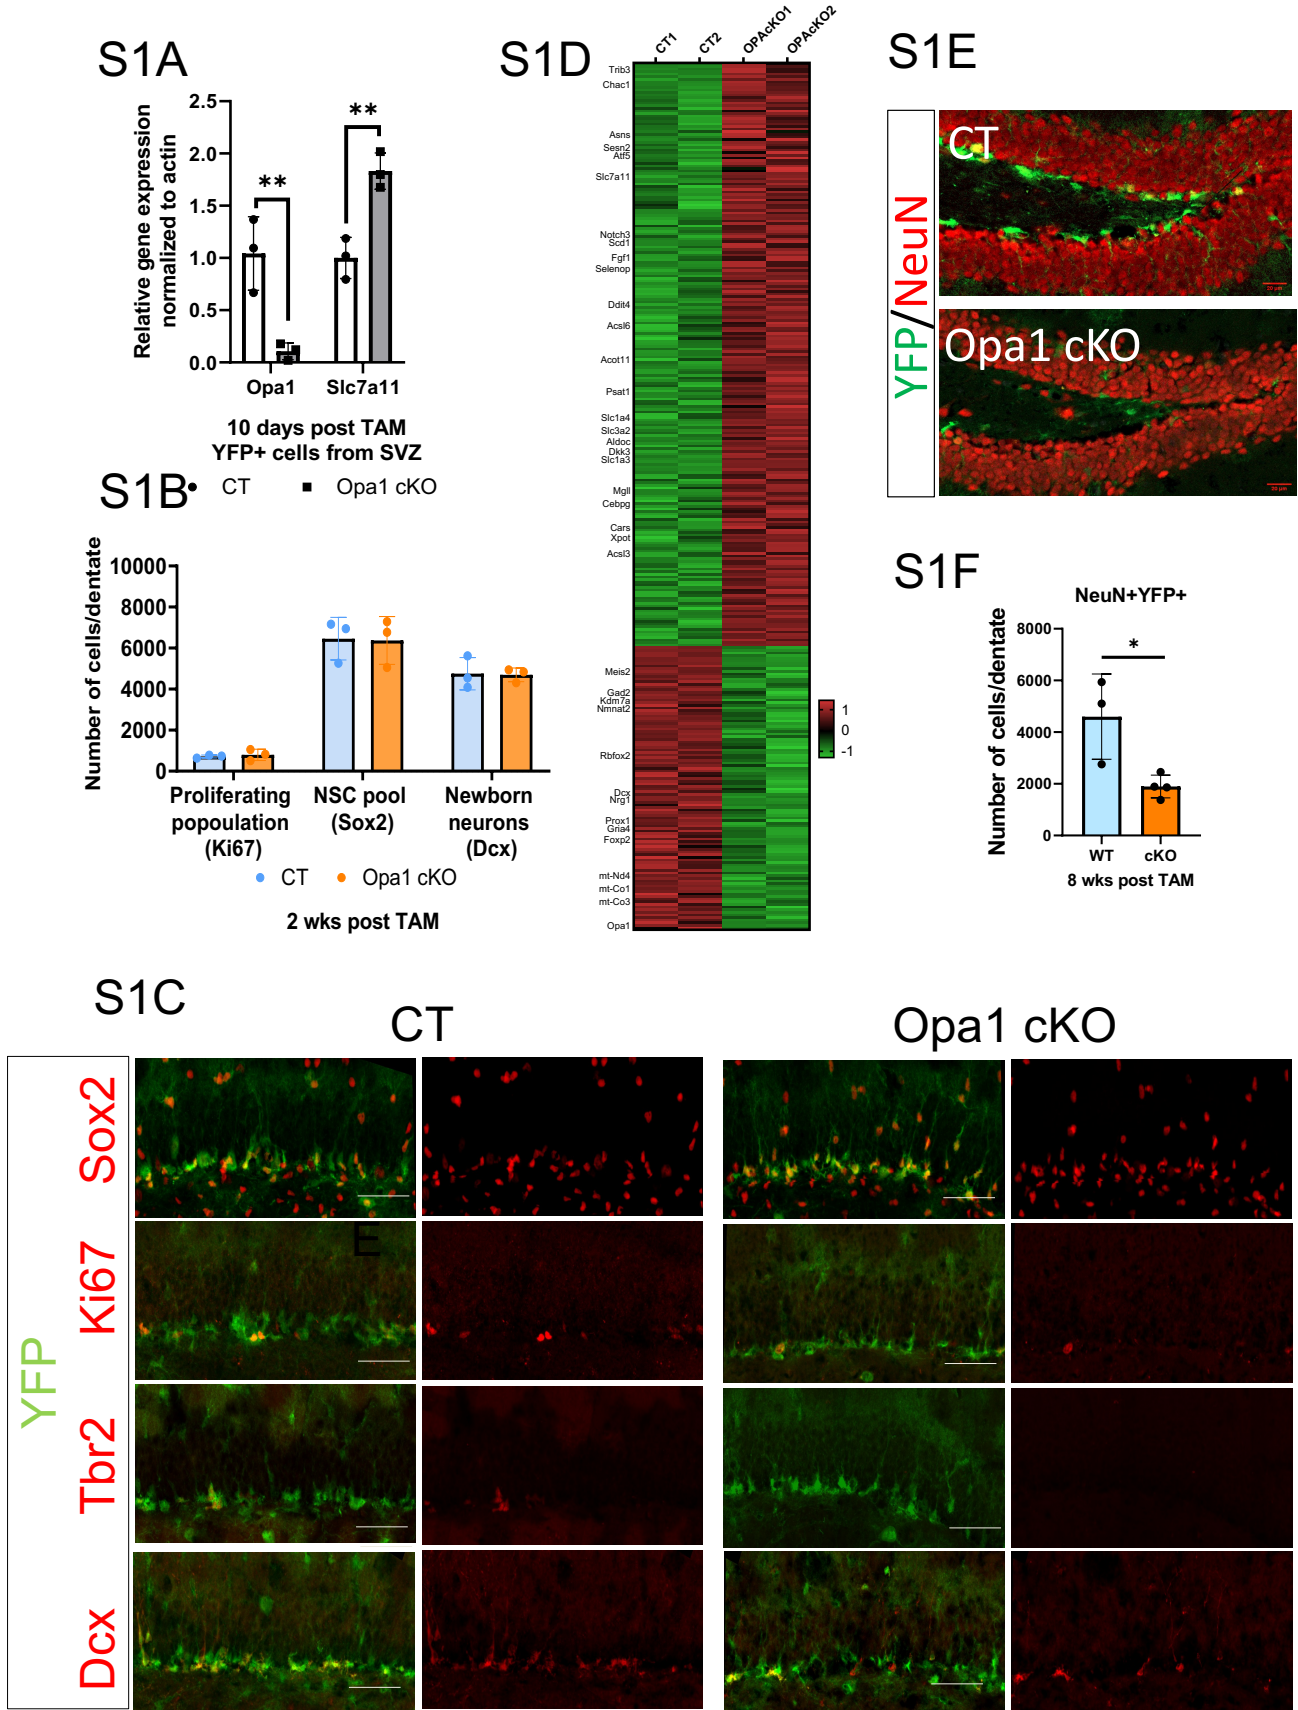

## Supplementary figure 2

S2A

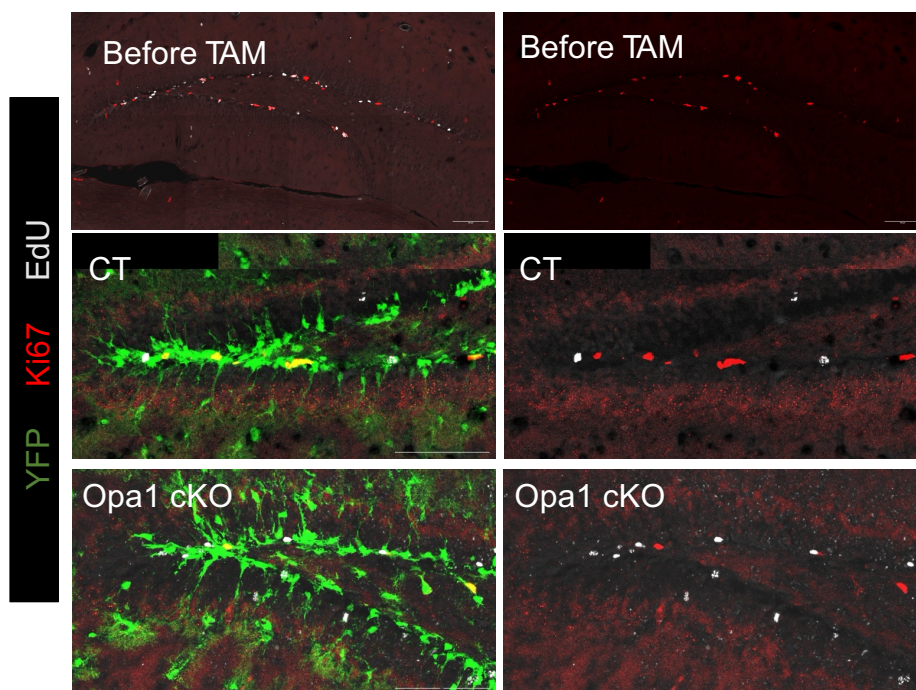

S2C

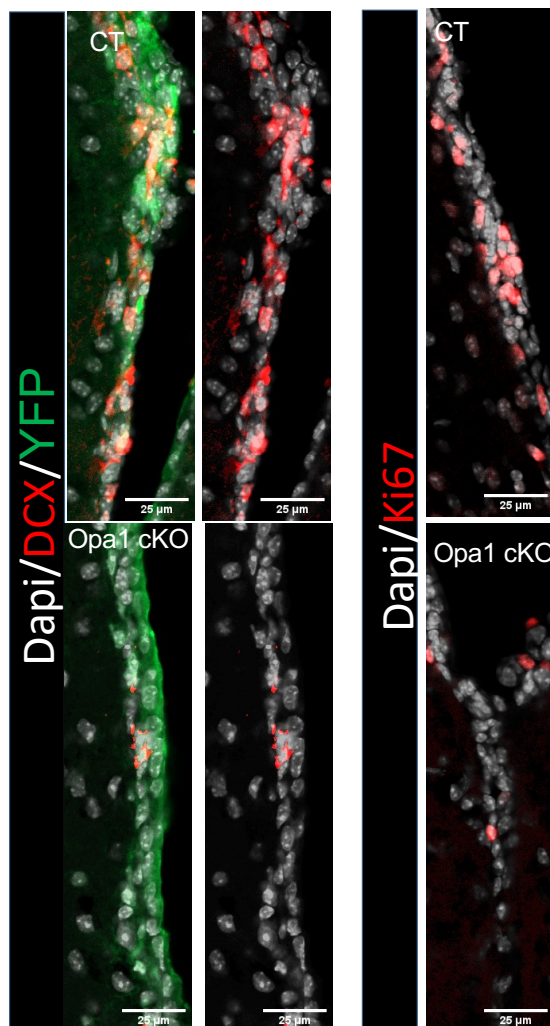

S2B

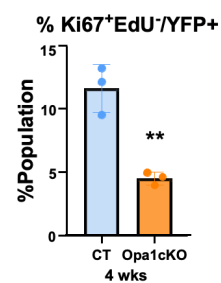

S2D

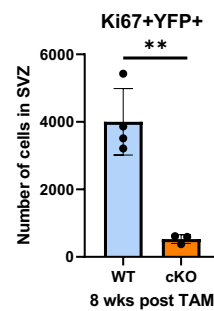

S2E

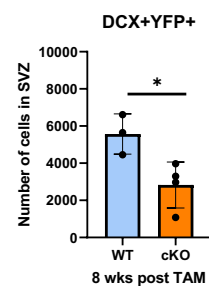

Supplementary figure 3

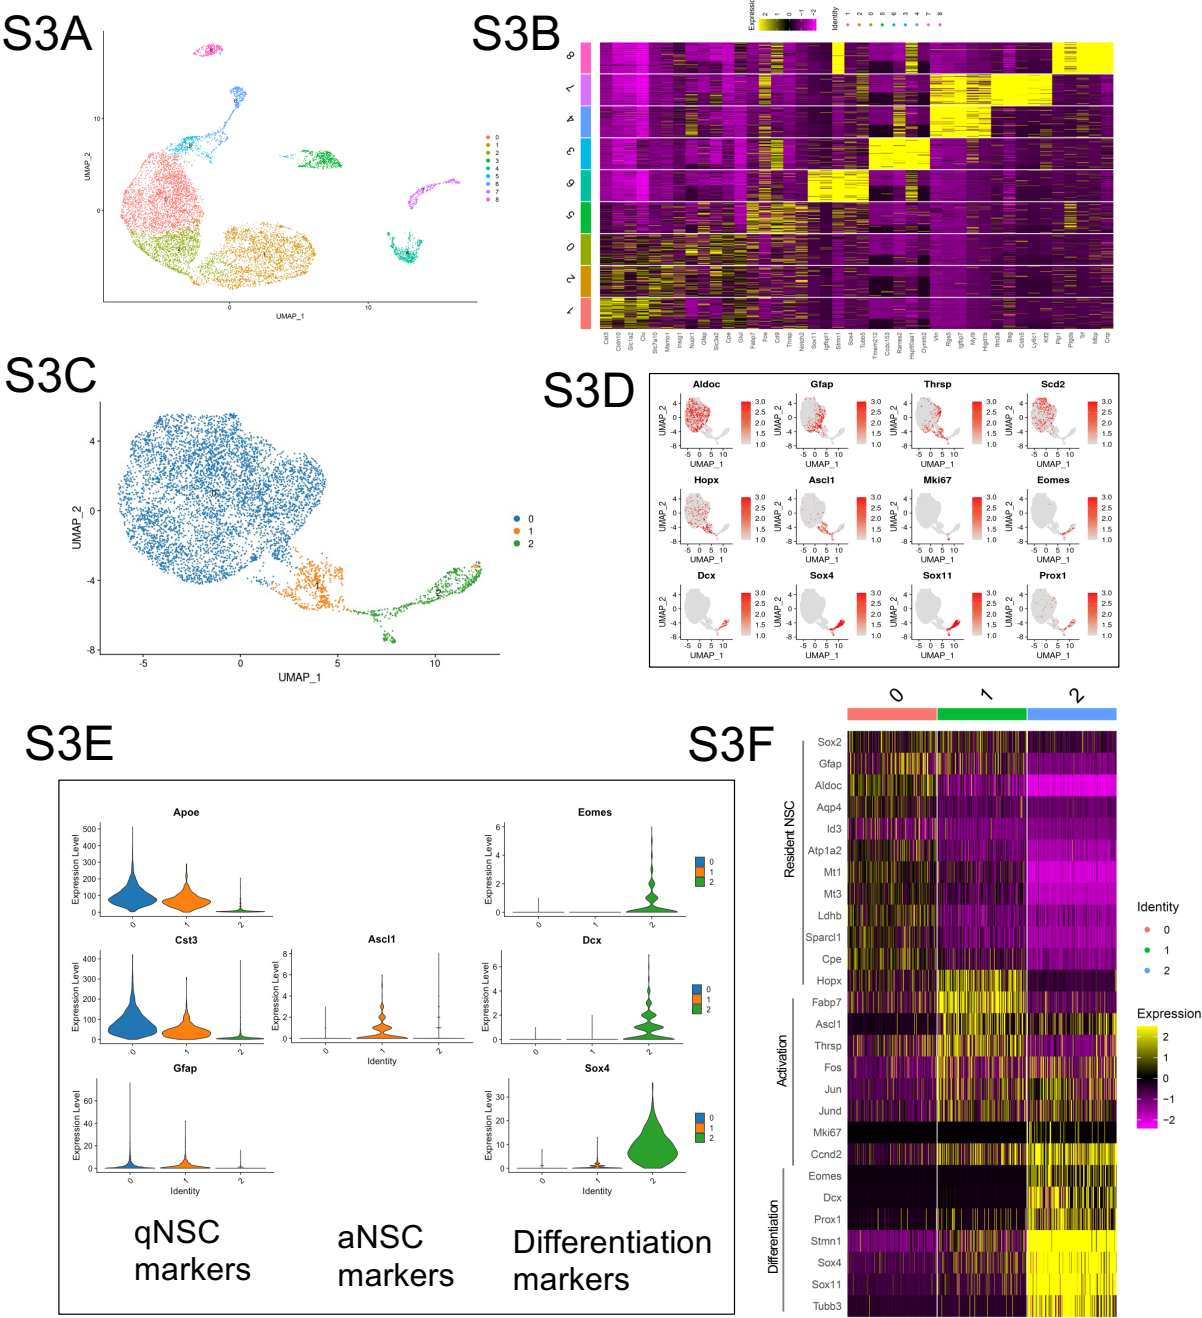

# Supplementary figure 4

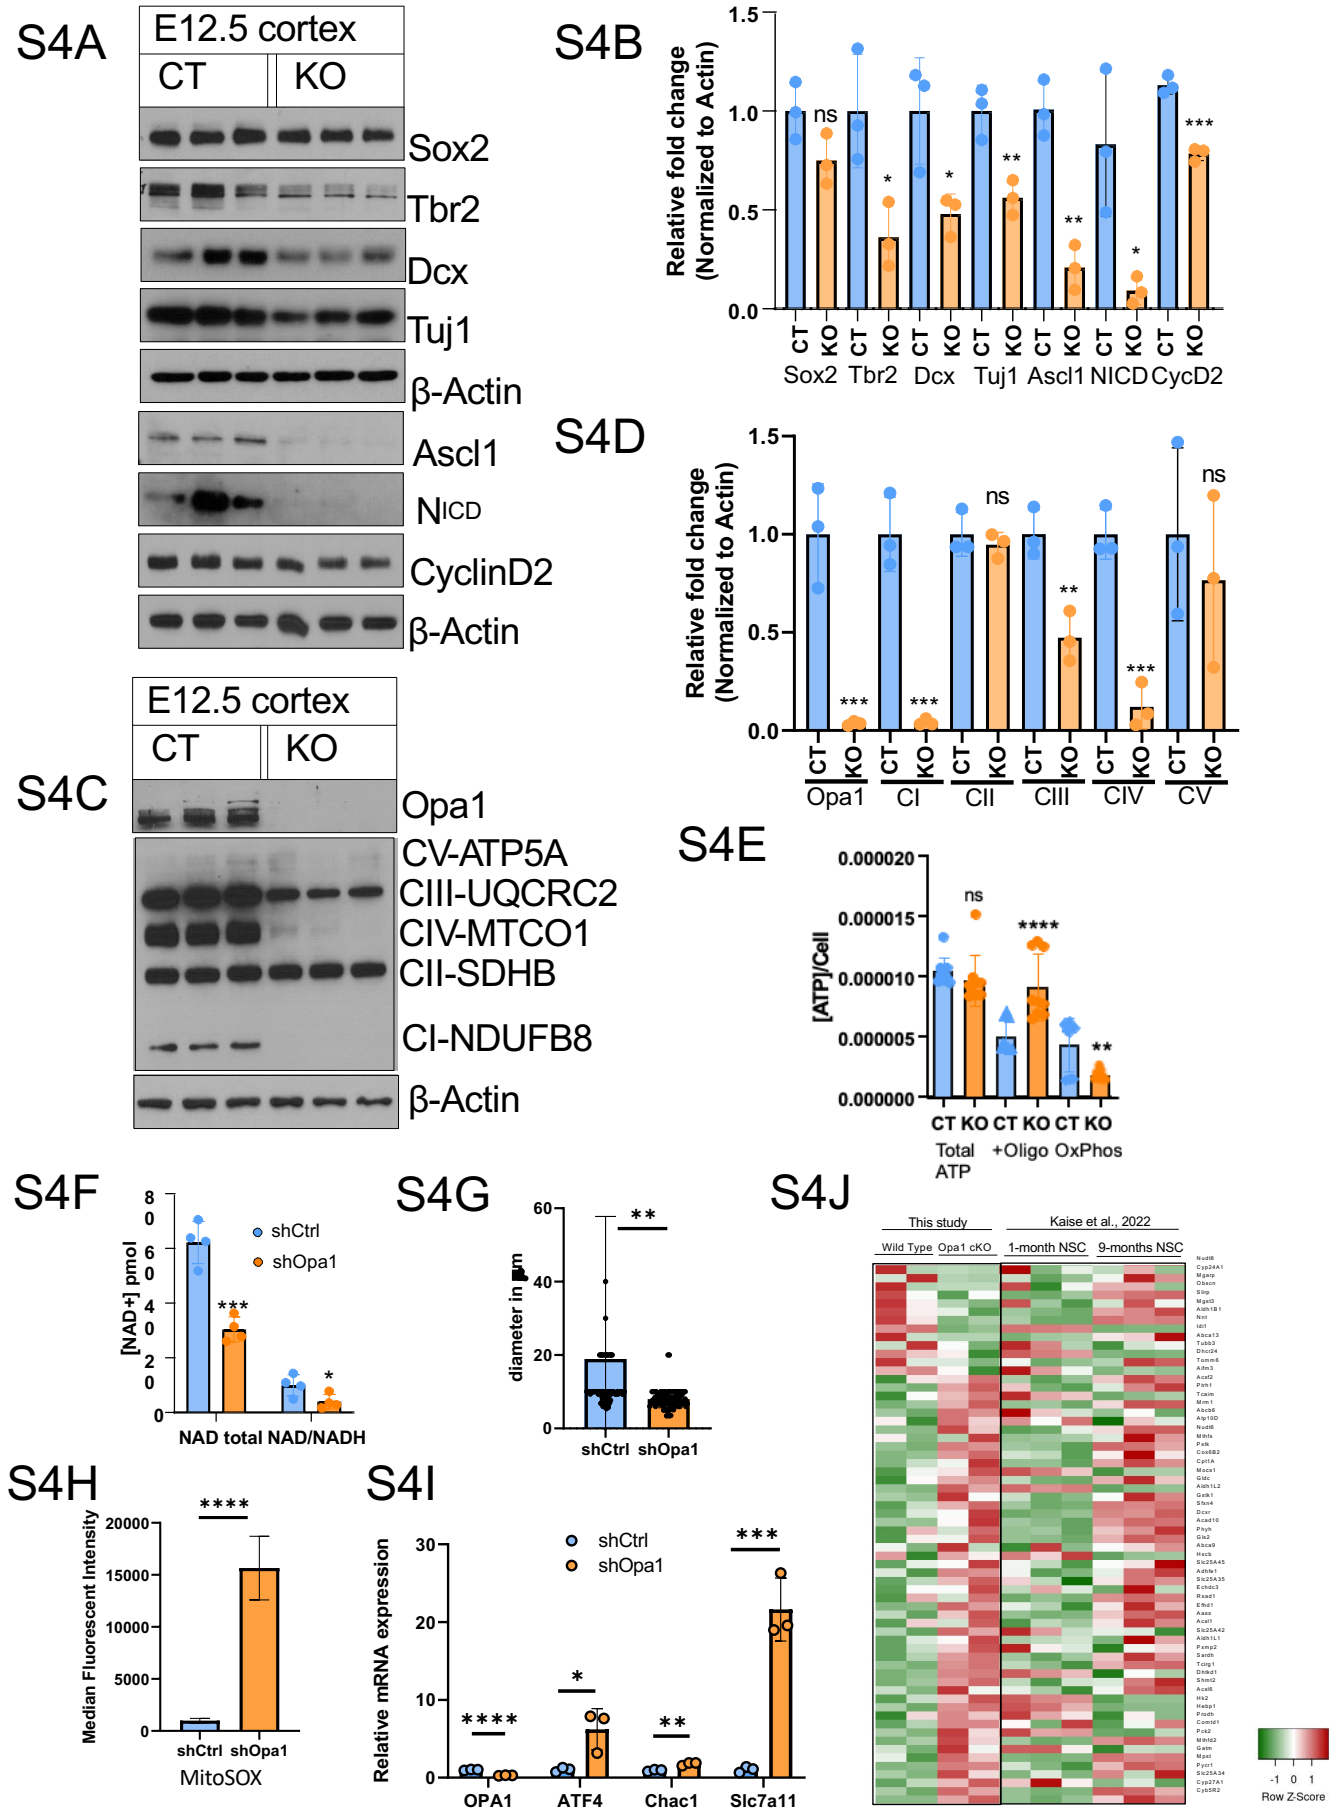

Supplementary figure 5

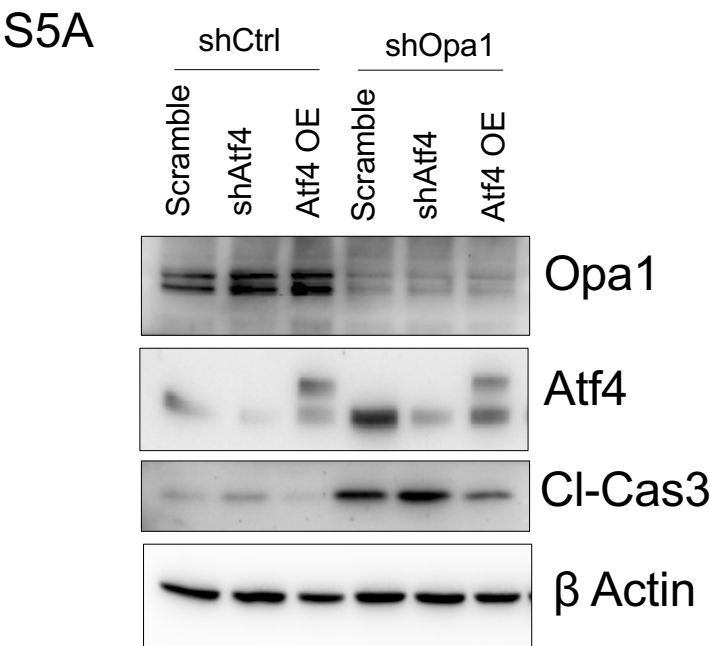

Supplementary figure 6

S6A

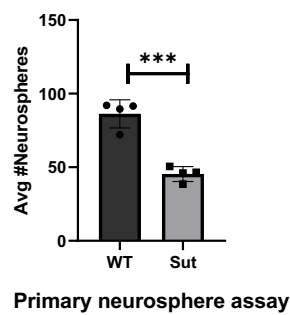

**Figure 1 supplementary: Opa1 loss stalls NSC proliferation and activation in adult dentate gyrus.**

**S1A)** qPCR analysis of YFP sorted cells from adult SVZ of Opa1 and Slc7a11, normalized to  $\beta$  Actin. (n = 3 animals); Data are presented as mean  $\pm$  SD, (\*p < 0.05, \*\*p < 0.01, and \*\*\*p < 0.001, student's t-test). **S1B)** Bar graphs of the total number of cells per dentate in CT and Opa1 cKO 2 weeks post Tamoxifen administration. **S1C)** Representative IHC images of Sox2, Ki67, Tbr2 and Dcx (red) colabelled with YFP (green) (Scale bar = 50  $\mu$ m). (n = 3 animals); Data are presented as mean  $\pm$  SD **S1D)** Heatmap of YFP sorted cells from adult SVZ of significant upregulated and downregulated genes (relative gene expression range from green -1 to red 1). **S1E)** Representative IHC images of NeuN (Red), colabelled with YFP (green) (Scale bar = 20  $\mu$ m). **S1F)** Bar graphs of total number of cells per dentate in CT and Opa1 cKO 8 weeks post Tamoxifen administration. (n = 3-4 animals); Data are presented as mean  $\pm$  SD, (\*p < 0.05, student's t-test).

**Figure 2 supplementary: Opa1 loss impacts NSC proliferation and activation.**

**S2A)** Representative image for Ki67<sup>+</sup> cells and EdU label before TAM and at 4 weeks post TAM in CT and Opa1 cKO sections (Scale bar = 100  $\mu$ m). **S2B)** Percentage Ki67<sup>+</sup> EdU<sup>+</sup> cells out of the YFP<sup>+</sup> 4 weeks post-TAM in the dentate gyrus. (n = 3 animals); Data are presented as mean  $\pm$  SD, (\*\*p < 0.01, student's t-test). **S2C)** Representative image for YFP<sup>+</sup> (green), Dcx<sup>+</sup> (red), Ki67<sup>+</sup> (red) and DAPI (white) in the SVZ 8 weeks post-TAM in CT and Opa1 cKO sections (Scale bar = 25 $\mu$ m). **S2D-E)** Bar graphs of total cells per SVZ in CT and Opa1 cKO 8 weeks post-TAM administration. (n = 4 animals); Data are presented as mean  $\pm$  SD, (\*p < 0.05, \*\*p < 0.01, student's t-test).

**Figure 3 supplementary: Single-cell RNA-Seq suggests Opa1 deletion results in neurogenesis defect.**

**S3A)** Integrated UMAP projection of CT and Opa1 cKO cells using Seurat into nine cell clusters based on their unique gene expression profiles. **S3B)** Heatmap demonstrating genes representative of each cluster. **S3C)** UMAP projections demonstrating curated clusters representative of neurogenesis. **S3D)** UMAP projections of cluster markers highlighting genes representative of each cluster, reflecting cluster-specific expression. **S3E)** The violin plots suggest the distinct pattern of cluster-specific gene expression. **S3F)** Heatmap of curated genes representative of different stages of neurogenesis.

**Figure 4 supplementary: Opa1 loss leads to severe mitochondrial and NSC defects.**

**S4A&B)** Western blot and quantification of neurogenesis markers Sox2, Tbr2, Dcx, Tuj1, Ascl1, N<sup>ICD</sup> and Cyclin D2 in E12.5 embryonic cortex of CT and Opa1 KO. **S4C&D)** Western blot and quantification of mitochondrial complex subunits in E12.5 embryonic cortex of CT and Opa1 KO post Opa1 deletion as mentioned in the plot. Mean intensity was normalized to wildtype in the bar graph. n=3 animals; Data are presented as mean  $\pm$  SD (\*p < 0.05, \*\*p < 0.01, and \*\*\*p < 0.001, Student's t-test). **S4E)** Quantification of total ATP using Cell titre-Glo assay from the embryonic cortex of BF1-Cre negative (Wildtype) and BF1 Cre positive Opa1 F/F mice on E12.5 days. n=3 animals; Data are presented as mean  $\pm$  SD (\*p < 0.05, \*\*p < 0.01, and \*\*\*p < 0.001, Student's t-test). **S4F)** Total NAD<sup>+</sup> and NAD<sup>+</sup>/NADH<sup>+</sup> ratio from Control and Opa1 knockdown neurospheres. Values were normalized to the protein content of the cell lysate. **S4G)** The diameter of primary neurospheres formed in scrambled shCtrl and shOpa1 KD SGZ neurospheres culture after 10 days *in vitro*. Data are presented as mean  $\pm$  SD (\*\*p < 0.01, Student's t-test). **S4H)** Median intensity of MitoSOX Red was calculated from live SGZ cultured neurospheres and plotted as a bar graph. n= 5 biological replicates; Data are presented as mean  $\pm$  SD (\*\*\*\*p < 0.0001, Student's t-test). **S4I)** qPCR analysis of dissociated adult SGZ stem and progenitor cells neurosphere culture

transduced with scrambled shCtrl and shOpa1, normalized to  $\beta$  Actin. (n = 3 animals); Data are presented as mean  $\pm$  SD, (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, and \*\*\*\*p < 0.0001 student's t-test). **S4J)** Heatmap of selected mitochondrial genes from the SVZ RNA-seq compared to 1- and 9-month-old NSC RNA-seq data by Kaise et al., 2022. Color density indicates the z-score computed from the normalized read counts.

**Figure 5 supplementary: ATF4 is required for cell proliferation and survival in normal and stressed states.**

**S5A)** Representative Western blot images of Opa1, ATF4, Cl-Cas3, and  $\beta$  Actin in E12.5 embryonic neurospheres under the mentioned conditions.

**Figure 6 supplementary: Slc7a11, a key target of ATF4, and glutathione redox are required for NSC function and survival. S6A)** Quantification of number of primary neurospheres from adult SVZ of WT and Sut mice. (n = 4 animals); Data are presented as mean  $\pm$  SD, (\*\*\*p < 0.001 student's t-test).

# Supplementary material for: The integrated stress response promotes neural stem cell survival under conditions of mitochondrial dysfunction in neurodegeneration
**Source:** Aging Cell. 2024 May 16;23(7):e14165. doi: 10.1111/acel.14165
**Supplement:** Supplementary file 2 — Table S1

Supplementary Table 1:

# Supplementary material for: The integrated stress response promotes neural stem cell survival under conditions of mitochondrial dysfunction in neurodegeneration
**Source:** Aging Cell. 2024 May 16;23(7):e14165. doi: 10.1111/acel.14165
**Supplement:** Supplementary file 3 — Table S2

Supplementary Table 2

How the deposited data were processed for this re-analysis (not part of the article)

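YFP+ hippocampal cells of 3 CT and 3 Opa1 cKO mice, collected 4 weeks post-TAM, had been pooled by genotype into 1 library each of the 10x Genomics 3′ assay. The authors counted UMIs per gene and cell barcode with CellRanger after alignment to mm10, and the deposited values are counts without normalization. They were whole numbers in both libraries, and barcodes outside the paper's filters were still included. The deposited matrices list 22587 gene symbols, and counts of identifiers that share a symbol were summed, as for Ddit3, which has 2 identifiers. A set of 251 genes was matched by identifier to the GENCODE M21 annotation of mm10, from which coordinates are given. Some genes named in the text, such as Per1 and Mycn, were outside this set. So were most members of the nuclear-encoded OXPHOS and ribosomal protein lists. Which annotation the authors used for counting is not named in the paper's text.

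Depth and precision were as follows. The CT library had 10799936 UMIs in 4634 barcodes and the Opa1 cKO library 18662032 UMIs in 6475 barcodes. After the filters 5051491 and 12483473 UMIs remained. Shares have exact (Clopper-Pearson) binomial intervals, CPM values exact Poisson intervals, and log2 ratios exact intervals from the binomial split of the 2 counts, all at 95%. A gene with 0 UMIs in 1 library was set at 3 counts and its ratio read as a bound. Medians over gene lists have intervals from 1000 Poisson redraws of the counts. These intervals cover counting error only. Those of CPM values, log2 ratios and medians treat UMIs as independent, so they leave out variation between cells. With 1 library per genotype no test between genotypes, no p-value and no number of changed genes was computed, and cells were not treated as replicates.

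Cells with more than 600 and fewer than 7500 genes, under 20% of UMIs from mitochondrial genes and at least 1 UMI of the YFP features were kept, as the paper describes. Counts were normalized with SCTransform and clustered in Seurat 5.3.0 with sctransform 0.4.2 in R 4.3.3, first on 8 dimensions at a resolution of 0.2, and then, for lineage cells, on 12 dimensions at a resolution of 0.1. Other steps used python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9. The marker genes of each cell type, the gene lists, the filters, the alternatives and the rule for named genes were set before the data were examined. A cluster took the name of the type with most markers among its 50 genes of highest fold over the other clusters, with 10 CPM added, if at least 3 markers and at least 33.3% of that type's markers had a log2 fold over 1. The form of this naming rule was changed after the clusters had been seen. It left 1 lineage cluster without a name, of 0 CT and 28 Opa1 cKO cells. Clusters are described by genes among their 10 leading genes.

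UMIs were summed per library and class, and the log2 ratio of CPM of Opa1 cKO over CT was taken. NSC pool-like cells are the joined lineage clusters of that name. Values for activated NSC-like cells come from the clustering of all cells, since no such cluster separated within the lineage in the main setting, and progenitor and neuron-like cells were read in both clusterings. For shares of cells with a UMI, each cell was also thinned to 1500 UMIs and shallower cells were left out. Oligodendrocyte-like cells served as a comparison from outside the lineage, although they may express some of these genes themselves. The named genes are those that the paper names for the single-cell data, Opa1, the ATF4 targets of Figure 5e, and the 10 genes with the highest and the 10 with the lowest log2 ratio in NSC pool-like cells among genes with at least 300 UMIs. Some of these genes are not reported here. Any other gene named in the text was chosen after its values were seen.

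The 17 gene lists were the mitochondrially encoded mRNAs, the ISR genes of the paper, further ATF4 targets shown in the paper, differentiation genes, proliferation genes, other ATF4 targets, the mitokines Gdf15 and Fgf21, the mitochondrial unfolded protein response, the ATF6 and XBP1 unfolded protein response, NRF2 targets, cholesterol synthesis, glycolysis, immediate early genes, interferon-induced genes, nuclear-encoded OXPHOS subunits, cytosolic ribosomal proteins and mitochondrial ribosomal proteins. Genes with at least 20 UMIs in a class were used. A list's median was set against 10000 random lists of the same size matched on mean CPM in 20 bins, as a description of these 2 libraries. The counting intervals and percentiles were tested on simulated data made from these libraries with 8834 genes, of which 200 were changed. The simulated counts were Poisson draws from the summed UMIs of a class, without differences between cells or mice. The test thus checks the calculation, and it cannot show that the intervals hold where cells or mice differ. The intervals covered 95.6% of all and 91.0% of changed true values, the direction was recovered for 100% of changed genes, and 20 raised genes and 20 unchanged genes had percentiles of 100 and 54.9.

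The 17 alternatives concerned the filters on cells, normalization, joining of the libraries, genes used for clustering, resolution, denominator, weighting of cells, depth and the random lists. They included log-normalization to 10000 per cell with 2000 variable genes. Of these, classes taken from the clustering of all cells and leaving out cells above 2 times their library's median UMIs were added after the data were examined. The alternative with thinned cells was clustered on log-normalized counts, since equal depth leaves SCTransform nothing to model. A test of depth within a window of UMIs replaced an earlier test by thinning. Scrublet, at an expected rate of 5%, marked 11 CT cells (0.263%) and 5 Opa1 cKO cells (0.0817%), under the 0.5% set as the least for a working run, and was not used. RNA velocity and unspliced shares were not analysed here, since they need spliced and unspliced counts. Quantities from microscopy and from cultured cells were not analysed here.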

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

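The tests of free RNA (for mitochondrial mRNA and for ISR genes) and of Opa1 levels in ependymal-like and mural-like cells, of free globin RNA, and of Nptn and Serinc3 in other classes were chosen after the results were seen, and the test of globin doublets was chosen before.

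Signals appeared in the non-neuronal cells that the paper left out. Mitochondrially encoded mRNA had a log2 ratio of −2.50 in ependymal-like, −0.86 in mural-like, −0.49 in endothelial-like and −0.052 in oligodendrocyte-like cells. The median of the ISR genes was 1.29 in mural-like cells, with Chac1 at its bound, and 0.42 in endothelial-like cells. For the ependymal-like and mural-like cells, free RNA from lineage cells was tested. Of Opa1 cKO ependymal-like and mural-like cells, 70.9% (64.8 to 76.5) and 28.6% (21.9 to 36.0) were under 1%, against 0 of 39 and 0 of 95 CT cells. Free RNA adds molecules to each droplet, so it can lower this share only by dilution, which would lower the cells' own markers alike. In ependymal-like cells Foxj1 had −0.53 (−0.94 to −0.10), Ccdc153 −0.09 (−0.25 to 0.07) and Tmem212 0.22 (0.05 to 0.39). That argues against free RNA as the whole cause of the lower mitochondrial mRNA there. In mural-like cells Vtn had 0.07 (0.00 to 0.13) but Rgs5 −0.67 (−0.79 to −0.56), so a part for dilution stays open. For the ISR genes of mural-like cells, all their Aldoc was taken as lineage RNA, which allows a share of at most 21.9%. With that much lineage RNA taken off, other ATF4 targets still had a median of 0.96 (0.55 to 1.41), against 1.31 with nothing taken off. That argues against free RNA as the whole cause of the higher ISR genes in mural-like cells. A loss of Opa1 in ependymal-like cells is a candidate explanation that the counts leave standing, as the log2 ratio of Opa1 there was −3.53 (−6.30 to −0.97), on 7 UMIs in all. In mural-like cells the ratio was 1.28 (−1.88 to 6.84) on 6 UMIs, so a loss of Opa1 and its absence cannot be told apart at this depth. For the endothelial-like cells, whose cluster also carried mural genes, no explanation was tested. The cells of all these clusters had passed the YFP filter, and what differs between the mice of the 2 pools remains open.

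In NSC pool-like cells, several genes that the paper does not discuss were among the 10 most raised. The log2 ratio was 8.53 for Gdf15 (1 UMI in CT and 884 in Opa1 cKO; 6.04 to 13.83), 5.70 for Fibin (4.72 to 6.92), 5.54 for Cdkn1a (4.49 to 6.86), 3.78 for Hmox1 (3.24 to 4.37) and 3.73 for Aldh18a1 (2.99 to 4.58). Aldh18a1 belongs to the list of other ATF4 targets and Hmox1 to that of NRF2 targets. A difference between the libraries that touches every cell type was tested on other ATF4 targets. Over 12 of them the median was 0.08 (−0.16 to 0.47) in oligodendrocyte-like cells against 1.67 (1.46 to 1.74) in NSC pool-like cells, which argues against it for those ATF4 targets as a set. Single genes were raised outside the lineage. Cdkn1a had 0 UMIs in CT and 20 in Opa1 cKO oligodendrocyte-like cells, at least 4.41-fold higher, and 2.04 (0.82 to 3.56) in mural-like cells. In endothelial-like cells it had 0.23 (−0.14 to 0.61) on 92 and 180 UMIs, and in ependymal-like cells 0.455 (−0.22 to 1.21) on 19 and 226 UMIs, so a difference of the size in NSC pool-like cells did not touch every class. Nupr1, an ATF4 target, had 2.47 (1.14 to 4.17) in oligodendrocyte-like cells. Fibin had 1.23 (−0.06 to 2.79) in mural-like cells, on 6 and 29 UMIs, and Aldh18a1 had 0.45 (−0.28 to 1.22) in progenitor and neuron-like cells of the clustering of all cells, on 25 and 46 UMIs, both below their ratios in NSC pool-like cells. For Gdf15 and Hmox1, which had 3 and 10 Opa1 cKO UMIs in oligodendrocyte-like cells, a difference between the libraries stays open.

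Hba-a1 and Hbb-bs had log2 ratios of −7.71 and −4.08 in NSC pool-like cells, and both rest on 1 CT cell. Free RNA of red blood cells would reach every class of the CT library, but globin genes had 3.47 CPM in oligodendrocyte-like cells against 284 CPM in NSC pool-like cells. Of the globin UMIs in CT NSC pool-like cells, 98.3% lay in that cell, 1039 of 1057 UMIs, which is what a doublet with a red blood cell would give. The difference is thus likely technical and says nothing about Opa1.

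Lower in Opa1 cKO were Nptn at −1.99, Serinc3 at −1.73, Apoc1 at −1.92, Etnppl at −1.62 and Tlr3 at −1.47. Nptn and Serinc3 together were lower in oligodendrocyte-like cells too, at −2.71 (−3.34 to −2.11) against −1.88 (−1.99 to −1.77) in NSC pool-like cells, although mitochondrial mRNA was nearly unchanged in oligodendrocyte-like cells. Nptn was also at −2.33, −2.65 and −2.002 and Serinc3 at −2.53, −2.22 and −1.69 in mural-like, endothelial-like and ependymal-like cells. These 2 genes may therefore reflect a difference between the libraries or between the mice, such as genetic background, rather than Opa1. Apoc1 was lower in ependymal-like cells at −1.70. Etnppl and Tlr3 were not tested in other classes.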

How the results depend on the processing

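The alternatives with classes from the clustering of all cells and with cells of high depth left out were chosen after the results were seen, and the other 15 were chosen before.

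Of 154 alternative values of main results, 92 stayed within counting error or the set margin, 62 moved and 0 changed direction. Of 263 alternative values of single genes, 175 stayed, 86 moved and 2 changed direction. The log2 ratio of mitochondrially encoded mRNA ranged from −1.48 to −1.21 in NSC pool-like cells and from −1.48 to −1.28 in progenitor and neuron-like cells. The median of the ISR genes ranged from 1.60 to 1.73 and from 1.52 to 2.39 in these classes, and that of the differentiation genes from −1.66 to −0.50. Among single genes in NSC pool-like cells, Opa1 ranged from −1.45 to −0.81, Atf4 from 1.36 to 1.55, Chac1 from 5.18 to 7.70, Xpot from 0.93 to 1.198 and Ddit4 from 0.07 to 0.19.

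With every barcode of more than 200 genes, 4625 CT and 6469 Opa1 cKO cells were kept and 3801 CT cells were of the lineage. A cluster of 119 CT and 461 Opa1 cKO cells took the name microglia-like and was left out of the lineage, although Mycn and Ecrg4, which lead activated NSC-like cells, were among its 10 leading genes; without the YFP filter 11 and 8 cells took that name. The lineage counts and shares and the differentiation value of this setting thus leave out cells that the main setting counts. Progenitor and neuron-like cells were 5.95% and 4.91% of the lineage, mitochondrial mRNA had −1.21 in NSC pool-like and −1.37 in progenitor and neuron-like cells, the ISR genes 1.61, and the differentiation genes −0.55. Without the YFP filter, 4186 and 6121 cells were kept, 3507 and 4847 of them of the lineage. The progenitor and neuron-like shares were 6.42% and 4.68%, mitochondrial mRNA had −1.23 and −1.32, the ISR genes 1.60 and the differentiation genes −0.50. In this setting Eomes at 0.018 and Stmn1 at 0.004 changed direction.

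An activated NSC-like cluster separated within the lineage in 6 alternatives, as 1 cluster each against 0 in the main setting. There the progenitor and neuron-like class no longer held those cells, which by construction changes its share and its values. Apart from the setting without the YFP filter, these were as follows. Without a mitochondrial filter the shares were 9.09% in CT and 5.44% in Opa1 cKO, with −1.47 for mitochondrial mRNA in this class and −0.55 for the differentiation genes. With that filter at 10% they were 5.52% in Opa1 cKO, −1.47 and −0.55. With CCA integration they were 9.10% and 5.47%, −1.47 and −0.56, and mitochondrial mRNA in NSC pool-like cells had −1.469. Clustered without mitochondrial and ISR genes they were 9.17% and 5.44%, −1.48 and −0.55 (−0.545). With the second clustering at a resolution of 0.3 they were 9.10% and 5.44%, −1.47 and −0.55, and 1 NSC pool-like cluster was led by globin genes. The main setting, with activated NSC-like cells joined in, had 11.1% and 13.5%, so which genotype had the higher share depended on this step.

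Other values that moved were as follows, and the cause was not tested. Without the differentiation genes in the clustering as well, the progenitor and neuron-like share in Opa1 cKO was 15.5%. Log-normalized counts gave −1.33 for mitochondrial mRNA in that class. A resolution of 0.05 gave −1.53 (−1.525) for the differentiation genes. Thinned cells gave −1.40 for mitochondrial mRNA in NSC pool-like cells and −1.66 for the differentiation genes. With cells weighted equally, mitochondrial mRNA had −1.44 in NSC pool-like and −1.32 (−1.315) in progenitor and neuron-like cells. Classes from the clustering of all cells gave −1.46 and −1.47 for mitochondrial mRNA and −0.55 for the differentiation genes, and leaving out cells of high depth gave −1.41 in NSC pool-like cells and −1.53 for the differentiation genes.

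For the percentiles of gene lists in NSC pool-like cells, requiring at least 100 UMIs per gene moved the differentiation genes to 0.49 and glycolysis to 46.1. Random lists not matched on expression moved glycolysis to 79.0 (78.98), the ATF6 and XBP1 response to 62.1 and nuclear-encoded OXPHOS to 97.0 (96.975), so the percentile of the last depends on the matching.

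No paired analysis was possible because each genotype was 1 library pooled from 3 mice. Removal of Scrublet doublets was not run, since too few cells were marked for a working run. A split by sex of the mice was not run, since Y-linked UMIs were found in 11 CT and 16 Opa1 cKO NSC pool-like cells against a minimum of 30, and Xist was not analysed here. The depth limits the small classes most: the activated NSC-like class of CT had 39 cells, and Opa1 had 70 and 68 UMIs in NSC pool-like cells.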

Differences from the paper's values

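The alternatives named here were chosen before the results were seen, and the comparison of Ddit4 between classes was made after.

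After the filters 1790 CT cells were kept against the paper's 4362, and 3764 Opa1 cKO cells against the paper's 6296. Of the alternatives set before the data were examined, those without the YFP filter (4186 and 6121 cells) and with every barcode of more than 200 genes (4625 and 6469) came within 1.5 times the paper's values. Those without a mitochondrial filter (1792 and 3766) and with that filter at 10% (1692 and 3715) did not.

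In the neuronal lineage 1527 CT cells remained against the paper's 2847. Without the YFP filter there were 3507 and with every barcode of more than 200 genes 3801, both within 1.5 times the paper's value, the latter with a mixed cluster of 119 CT cells named microglia-like left out. Without a mitochondrial filter (1529), with that filter at 10% (1438), with log-normalized counts (1526), with CCA integration (1527) and without mitochondrial and ISR genes in the clustering (1527) the gap stayed. For Opa1 cKO the 3161 lineage cells lay within 1.5 times the paper's 3466.

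The paper describes 9 clusters of all cells, and 8 were found here. Without the YFP filter and with every barcode of more than 200 genes there were 9, each with a cluster named microglia-like that the main setting lacks. Without a mitochondrial filter, with that filter at 10%, with log-normalized counts, with CCA integration and without mitochondrial and ISR genes there were 8. The paper separates activated NSCs as a cluster of the lineage. No such cluster separated in the main setting, and 1 did without a mitochondrial filter, with that filter at 10%, without the YFP filter, with CCA integration, without mitochondrial and ISR genes, and at a resolution of 0.3. The paper lists Ddit4 among ISR genes raised in all lineage clusters. Of the 6 genes it lists, 5 had log2 ratios above 0.14 in NSC pool-like cells, the shift of genes with at least 300 UMIs. Ddit4 at 0.13 did not, although it lay above 0.04, the median of the 11334 genes used for the gene lists. Whether Ddit4 was raised in this class thus depends on the reference. Ddit4 had −0.28 (−0.95 to 0.46) in activated NSC-like cells, whereas it was raised in progenitor and neuron-like cells of the clustering of all cells.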

Other observations

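The tests of depth by a window of UMIs, of YFP levels, of clustering on the mitochondrial and ISR genes, and of time of day were chosen before their results were seen, and the others in this part after.

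Lower mitochondrially encoded mRNA was tested against technical causes. A difference between the libraries that touches every cell type would lower it in oligodendrocyte-like cells too, where the log2 ratio was −0.052 (−0.08 to −0.02) against −1.48 in NSC pool-like cells. Among NSC pool-like cells with 2000 to 3000 UMIs it was −1.29 (−1.31 to −1.28), in 549 CT and 773 Opa1 cKO cells, so greater depth of the Opa1 cKO cells could not account for it. For the ISR, other ATF4 targets had a median of 0.08 in oligodendrocyte-like cells against 1.67 in NSC pool-like cells. Of the ISR genes there, Slc7a11 was higher at 1.86 (0.88 to 3.00) and Slc3a2 at 0.61 (0.17 to 1.06), so for these 2 genes a difference between the libraries stays open. Ddit3 had 0.23 (−0.50 to 0.98) and Atf4 0.35 (−0.59 to 1.36), while Ddit4 was lower at −1.25 (−1.83 to −0.68) on 69 and 44 UMIs. The other non-neuronal classes moved with the lineage. Other ATF4 targets had medians of 0.91 (0.43 to 1.30) in ependymal-like, 1.31 (1.06 to 1.76) in mural-like and 0.97 (0.49 to 1.203) in endothelial-like cells, against 1.13 in activated NSC-like and 0.95 in progenitor and neuron-like cells. Mitochondrial mRNA was lower in these 3 classes too. A difference between the libraries or the mice that spares the 74 CT and 101 Opa1 cKO oligodendrocyte-like cells therefore stays open.

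The Opa1 cKO NSC pool-like cells fell into 2 groups. Those in the cluster shared with CT had log2 ratios over CT of −0.04 for mitochondrial mRNA and 0.06 (−0.11 to 0.22) for the median of the ISR genes, and those of the other cluster had −3.23 and 2.06. The groups do not depend on the mitochondrial genes and the 6 ISR genes themselves, as without these genes the shared cluster still had −0.058 for mitochondrial mRNA. Other ATF4 targets were not left out of that clustering, and Nupr1 and Gdf15 were among the leading genes of the other cluster. A split made by clustering on other stress genes is therefore not excluded. Depth did not separate them, with medians of 3008 and 2976 UMIs, a ratio of 1.01. Cells that kept Opa1 are a candidate explanation: Opa1 was 0.86 (0.12 to 1.59) higher in log2 in the shared cluster than in the other, although it was still −0.75 (−1.43 to −0.11) against CT, at 18.8 CPM in CT, 11.2 in the shared and 6.16 in the other cluster. Cells without YFP that passed the sort remain possible. Of Opa1 cKO NSC pool-like cells with 1, 2 and at least 3 YFP UMIs, 38.1%, 28.6% and 17.6% lay in the shared cluster, and 51.5% of those with 0 YFP UMIs did so without the YFP filter. Recombination at Opa1 and at the YFP reporter can differ within a cell, and free YFP RNA adds UMIs, so these sources cannot be told apart. If the shared cluster holds cells that kept Opa1, the ratios of the whole class understate the change in cells that lost it.

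The lower differentiation genes could in part come from a different mix of activated NSC-like cells and progenitors in lineage cluster 2. In the progenitor and neuron-like cluster of all cells the median was −0.55 (−0.66 to −0.43) against −1.43 in lineage cluster 2, so the mix is not the whole cause, and the size of the fall depends on it. Why it falls within the class stays open, and maturity within the class was not tested.

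Nuclear-encoded OXPHOS genes were not lowered with the mitochondrial ones. Over 83 genes the median was 0.18 (0.17 to 0.21), at a percentile of 65.3. A smaller denominator left by the lower mitochondrial mRNA would raise every other gene alike. With CPM over the other genes alone the median was 0.13 (0.125; 0.11 to 0.15) against 0.08 for all genes, so the denominator is not what keeps these genes from being lower.

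Other lists in NSC pool-like cells gave the following medians and percentiles. The mitochondrially encoded mRNAs taken as a list had −0.95 and 0. The mitochondrial unfolded protein response had 0.61 (0.49 to 0.71) and 99.9, and the ATF6 and XBP1 response 0.10 (−0.07 to 0.16) and 39.4. NRF2 targets, which include Slc7a11 of the ISR genes, had 0.25 (0.17 to 0.52) and 83.4. Cholesterol synthesis genes had −0.43 (−0.57 to −0.40) and 0, with 0 of 19 above the median of all genes. Glycolysis, which includes the marker Aldoc, had 0.17 and 52.2. Immediate early genes, which share Atf3 with the other ATF4 targets, had 0.38 and 93.1, and interferon-induced genes 0.53 and 99.3. Cytosolic ribosomal proteins had 0.70 and 100, with 77 of 80 above the median of all genes, and mitochondrial ribosomal proteins 0.42 and 100, with 75 of 78 above it. The 5 differentiation genes with enough UMIs had −0.48 and 5.52, and the 4 such proliferation genes 0.96 and 99.1. Of the mitokines, Gdf15 was raised and Fgf21 had 0 and 3 UMIs. In activated NSC-like cells 10 immediate early genes had a median of −2.50 (−2.70 to −2.16) and a percentile of 0. In progenitor and neuron-like cells of the clustering of all cells, 10 proliferation genes had −0.72 (−0.98 to −0.41) and 0. No explanation of these lists was tested.

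Per1 and Nr1d2 were lower in NSC pool-like cells, at −1.71 (−2.08 to −1.34) and −1.33 (−1.57 to −1.10), and were seen in a scan over genes. A candidate explanation is that the 2 libraries were collected at different times of day. Without these 2 genes, 8 clock genes that peak with Dbp had a median of −0.40 (−0.51 to −0.27), and 4 that peak with Arntl had 0.17 (−0.03 to 0.42). In the non-neuronal classes together the medians were −0.92 (−1.22 to −0.72) over 6 genes and 0.45 (−0.26 to 1.44) over 3. The mix of these classes differed between the libraries, with 39 CT and 244 Opa1 cKO ependymal-like cells against 74 and 101 oligodendrocyte-like cells. Values of the classes together, that of Dbp included, can therefore come in part from the mix. In NSC pool-like cells Dbp itself was nearly unchanged at 0.03 (−0.07 to 0.12) and Ciart at 0.57 (0.14 to 1.02) went the other way, while in the non-neuronal classes together Dbp had −1.49 (−1.76 to −1.23). With 1 library per genotype, time of collection and genotype cannot be told apart.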
